# *Zeb1* modulates hematopoietic stem cell fates required for suppressing acute myeloid leukemia

**DOI:** 10.1172/JCI129115

**Published:** 2021-01-04

**Authors:** Alhomidi Almotiri, Hamed Alzahrani, Juan Bautista Menendez-Gonzalez, Ali Abdelfattah, Badi Alotaibi, Lubaid Saleh, Adelle Greene, Mia Georgiou, Alex Gibbs, Amani Alsayari, Sarab Taha, Leigh-anne Thomas, Dhruv Shah, Sarah Edkins, Peter Giles, Marc P. Stemmler, Simone Brabletz, Thomas Brabletz, Ashleigh S. Boyd, Florian A. Siebzehnrubl, Neil P. Rodrigues

**Keywords:** Hematology, Stem cells, Bone marrow differentiation

## Abstract

*Zeb1*, a zinc finger E-box binding homeobox epithelial-mesenchymal transition (EMT) transcription factor, confers properties of “stemness,” such as self-renewal, in cancer. Yet little is known about the function of *Zeb1* in adult stem cells. Here, we used the hematopoietic system as a well-established paradigm of stem cell biology to evaluate *Zeb1*-mediated regulation of adult stem cells. We employed a conditional genetic approach using the *Mx1-Cre* system to specifically knock out (KO) *Zeb1* in adult hematopoietic stem cells (HSCs) and their downstream progeny. Acute genetic deletion of *Zeb1* led to rapid-onset thymic atrophy and apoptosis-driven loss of thymocytes and T cells. A profound cell-autonomous self-renewal defect and multilineage differentiation block were observed in *Zeb1*-KO HSCs. Loss of *Zeb1* in HSCs activated transcriptional programs of deregulated HSC maintenance and multilineage differentiation genes and of cell polarity consisting of cytoskeleton-, lipid metabolism/lipid membrane–, and cell adhesion–related genes. Notably, epithelial cell adhesion molecule (EpCAM) expression was prodigiously upregulated in *Zeb1*-KO HSCs, which correlated with enhanced cell survival, diminished mitochondrial metabolism, ribosome biogenesis, and differentiation capacity and an activated transcriptomic signature associated with acute myeloid leukemia (AML) signaling. *ZEB1* expression was downregulated in AML patients, and *Zeb1* KO in the malignant counterparts of HSCs — leukemic stem cells (LSCs) — accelerated *MLL-AF9–* and *Meis1a/Hoxa9*-driven AML progression, implicating *Zeb1* as a tumor suppressor in AML LSCs. Thus, *Zeb1* acts as a transcriptional regulator in hematopoiesis, critically coordinating HSC self-renewal, apoptotic, and multilineage differentiation fates required to suppress leukemic potential in AML.

## Introduction

Epithelial-mesenchymal transition (EMT) is a complex process that organizes specific changes in cellular fate and phenotype and is usually accompanied by loss of cell polarity and adhesion and increased locomotion (1). EMT is an important step in embryonic development and regeneration, which largely promotes a program of cellular plasticity and migration (2). This program is regulated by specific transcription factors (TFs), such as members of the ZEB, SNAI, and TWIST families. To this end, *Zeb1*, a zinc finger TF that binds to E-box motifs, has been implicated in myogenesis (3–6), neuronal development and differentiation (7–10), postgastrulation embryogenesis (11) and T cell development (12, 13).

It has also been posited that EMT is a critical regulator in cancer pathogenesis and, in particular, cancer stem cell behavior (14–16), which facilitates cancer cells becoming more metastatic, with resultant tumor progression (17). Abundant evidence shows that *Zeb1* regulates stem cell properties in cancer, including self-renewal (18–20). While it is established that *Zeb1* regulates expression of multiple stem cell–associated TFs, including those with oncogenic potential, such as BMI1, KLF4, and SOX2 (19, 21), and that loss of *Zeb1* promotes cellular differentiation during development of the embryonic CNS (9) and skeletal muscle (22), the wider role of *Zeb1* in normal stem cell–fate decisions remains unclear.

By exploiting a mouse model engineered to contain conditional alleles of *Zeb1* and an inducible *Mx-1-Cre* (*Zeb1^fl/fl^;Mx1-Cre^+^*) (23), where *Zeb1* expression can be deleted in hematopoietic stem cells (HSCs) and their progeny by administering polyinosinic-polycytidylic acid (pIpC), we used the hematopoietic system, as an established stem cell model, to evaluate *Zeb1*-mediated regulation of somatic stem cells. Herein, we identify *Zeb1* as a crucial, indispensable regulator of adult T cell maturation and differentiation. In a broader context, as judged by conditional deletion within the hematopoietic system, we identify *Zeb1* as an essential transcriptional repressor balancing adult stem cell self-renewal, apoptotic, and global, multi-lineage differentiation fates of stem cells. Finally, we find that *Zeb1*-mediated regulation of these stem cell fates is required to suppress malignancy in the context of acute myeloid leukemia (AML).

## Results

### Acute conditional deletion of Zeb1 reduces the frequency of MAC1^+^ myeloid cells and CD8^+^ memory T cells.

*Zeb1* expression has been observed in hematopoietic cells from BM, thymus, spleen, fetal liver, and lymph nodes (12, 24). However, the *Zeb1* expression pattern in different subsets of hematopoietic cells, including hematopoietic stem and progenitor cells (HSPCs), remains unclear. We therefore conducted quantitative PCR (Q-PCR) analysis of *Zeb1* expression in hematopoietic cell compartments prospectively isolated by FACS. *Zeb1* was expressed at high levels in stem and progenitor cells (HSCs, multipotent progenitor [MPP], hematopoietic progenitor cell 1 [HPC1], and HPC2) and in terminally differentiated cells (myeloid, erythroid, and B and T lineages) whereas it was lower in committed myeloid and lymphoid progenitors (common myeloid progenitors [CMP], granulocyte-monocyte progenitors [GMP], megakaryocyte-erythroid progenitors [MEP], common lymphoid progenitors [CLP]) (Figure 1A).

To evaluate the genetic requirement for *Zeb1* in adult HSCs, their progenitors, and fully differentiated blood and immune cells, we bred mice harboring conditional alleles of *Zeb1* (*Zeb1^fl/fl^* mice) (23) with *Mx1-Cre* (25) to obtain either *Zeb1^fl/fl^;Mx1-Cre^+/–^* or control (*Zeb1^fl/fl^;Mx1-Cre^–/–^*) mice and administered pIpC on alternate days for 10 days to achieve deletion of *Zeb1* (*Zeb1^–/–^*). Hematopoiesis in control or *Zeb1^–/–^* mice was analyzed 14 days after the last dose of pIpC (Figure 1B). *Zeb1* was partially deleted in total BM cells (Figure 1C). To assess whether *Zeb1* was completely deleted in HSCs from BM, we prospectively isolated Lin^–^ SCA-1^+^C-KIT^+^ (LSK) cells (which contain HSCs) and, by genomic PCR, observed complete deletion of *Zeb1* (Figure 1C). Similarly, C-KIT^+^ cells, which constitute both HSCs and committed myeloid and lymphoid progenitors, were fully deleted for *Zeb1* (Figure 1D). In contrast, only partial deletion of *Zeb1* was observed in terminally differentiated T and B cells isolated from the spleen (Figure 1D), suggesting that incomplete deletion observed in BM cells may be ascribed to these cell types.

At 14 days after ablation of *Zeb1*, no significant changes were observed in BM and spleen cellularity or spleen size (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI129115DS1). Immunophenotyping of peripheral blood (PB) revealed a significant reduction in the proportion of MAC1^+^GR1^–^ monocytic cells in *Zeb1^–/–^* mice, while no significant changes were observed in MAC1^+^GR1^+^ cells, which contain granulocytes, or in T cells and B cells in PB or BM (Figure 1E and Supplemental Figure 1B) (26, 27). Intriguingly, despite incomplete deletion of *Zeb1* in lymphoid cells from *Zeb1^–/–^* mice, we observed a selective reduction in CD8^+^ effector memory (CD8^+^ EM) (CD44^hi^CD62L^–^) T cells in PB and BM of *Zeb1^–/–^* mice (Figure 1, F and G). We also found a reduction in CD8^+^ central memory (CD8^+^ CM) (CD44^hi^CD62L^hi^) T cells in spleen of *Zeb1^–/–^* mice, collectively demonstrating a critical role of *Zeb1* in CD8^+^ T cell function (Figure 1H).

### Acute loss of Zeb1 results in a cell-survival defect during thymocyte differentiation and a cell-autonomous T cell differentiation defect.

Having shown a defect in CD8^+^ T cells in *Zeb1^–/–^* mice and given that germline KO of *Zeb1* results in a developmental defect in the T cell lineage (12, 13), we opted to assess T cell development in the thymus of adult *Zeb1^–/–^* mice. Fourteen days after the last dose of pIpC, *Zeb1^–/–^* mice displayed diminutive thymi coupled with a dramatic reduction in cellularity (Figure 2, A–C). Immunophenotypic analysis of T cell subsets in the thymus revealed an increased frequency of immature double-negative (DN) CD4^–^CD8^–^ cells and mature single-positive (SP) CD4 (CD4^+^) and SP CD8 (CD8^+^) T cells, contrasting with a significant reduction in the proportion of double positive (DP) CD4^+^CD8^+^ cells in *Zeb1^–/–^* mice (Figure 2, D and E). Normalizing for reduced thymic cellularity in *Zeb1^–/–^* mice led to a significant reduction in total cell numbers observed in DN, DP, CD4^+^, and CD8^+^ cells from *Zeb1^–/–^* mice (Figure 2F). This correlated with increased apoptosis in DP, CD4^+^, and CD8^+^ populations, but surprisingly, not in DN cells from *Zeb1^–/–^* mice (Supplemental Figure 1C).

Given that the earliest stages of T cell development were affected by *Zeb1* ablation, we further evaluated the DN cell compartment, which represents the initial stage of thymocyte selection (28, 29). Using CD44 and CD25, the DN population can be subdivided chronologically into 4 populations: DN1 (CD44^+^CD25^–^), DN2 (CD44^+^CD25^+^), DN3 (CD44^–^CD25^+^), and DN4 (CD44^–^CD25^–^) (29), before they become DP cells and ultimately CD4^+^ or CD8^+^ mature cells (29). Immunophenotypic analysis showed increased frequency of DN1 cells and a reduction in DN2 and DN3, while no change was observed in the frequency of DN4 in *Zeb1^–/–^* mice, suggestive of a *Zeb1*-mediated differentiation block in the transition between DN1 and DN2/DN3 (Figure 2, G and H). Analysis of apoptosis in DN subsets revealed increased apoptotic levels in DN2 and DN3 after *Zeb1* deletion, accounting for the differentiation block observed in these compartments, whereas DN1 and DN4 displayed comparable levels of apoptosis between genotypes (Supplemental Figure 1D). When the absolute number of these populations was quantified to account for reduced thymic cellularity of *Zeb1^–/–^* mice, a significant decrease was found across all DN populations following *Zeb1* deletion (Figure 2I).

Next, we evaluated whether the defect observed within immature DN cells was caused by a failure of thymocyte survival preceding selection. We therefore assessed early thymic progenitors (ETPs), characterized as CD4^–^CD8^–^CD44^+^CD25^–^C-KIT^hi^ (30–33). Fourteen days after the last dose of pIpC, we found a comparable frequency of ETPs between control and *Zeb1^–/–^* mice (Figure 2J) with the absolute count of ETPs in *Zeb1^–/–^* thymus showing a near significant reduction compared with control due to reduced thymic cellularity in *Zeb1^–/–^* mice (Figure 2K).

Since the *Mx1-Cre* system deletes genes in nonhematopoietic tissues, such as BM niche cells (25, 34), we assessed whether *Zeb1*-mediated regulation of T cell development was cell autonomous by competitively transplanting CD45.2^+^ BM cells from *Zeb1^fl/fl^;Mx1-Cre^+^* or control mice, admixed with unfractionated CD45.1^+^ BM cells (Supplemental Figure 2A). Six weeks after transplantation, *Zeb1* deletion was induced by injection of pIpC, and 14 days after the last pIpC injection, analysis of donor engraftment in the thymus revealed a dramatic reduction in the *Zeb1^–/–^* genotype compared with control (Supplemental Figure 2B). Consistent with this, a substantial attenuation in donor contribution to DN, DP, CD4^+^, and CD8^+^ cell populations was detected in the *Zeb1^–/–^* genotype (Supplemental Figure 2C). With the exception of ETPs, a significant reduction in donor contribution was found across nearly all DN populations following cell-autonomous *Zeb1* deletion, confirming that *Zeb1* mediates T cell maturation in a cell-autonomous manner (Supplemental Figure 2D). Since mature T cell frequency did not change 14 days after *Zeb1* loss during steady state due to incomplete *Zeb1* deletion (Figure 1D), we also analyzed the donor contribution to peripheral T cells 14 days after *Zeb1* ablation in a cell-autonomous manner, which revealed complete deletion of *Zeb1* and a significant reduction in mature T cells in PB, BM, and spleen (Supplemental Figure 2, E and F). Further, we confirmed that *Zeb1* mediates cell-autonomous reduction in EM CD8^+^ T cells in PB (Supplemental Figure 2G). Together, these data suggest that *Zeb1* is critical for cell survival at the earliest stages of thymocyte differentiation as well as for T cell maturation and maintenance in the thymus. Thus, *Zeb1* is required for cell-autonomous T cell development in the thymus.

### Acute conditional deletion of Zeb1 results in a reduction of lymphoid lineage commitment in BM.

We next gauged the impact of *Zeb1* on early T lymphoid lineage commitment in the BM. LSK CD135^hi^CD127^hi^ lympho-myeloid MPPs (LMPPs CD127^+^, nonconventional LMPP) rapidly and efficiently generate T and innate lymphoid cells (35) compared with conventional LMPP (LSK CD34^+^CD135^hi^) (36) or HPC1 (LSK CD150^–^CD48^+^) that overlap functionally with conventional LMPP by 80% (37–39). Interestingly, we found a significant reduction in the proportion of T cell lineage–primed LMPP CD127^+^, but not conventional LMPP, which showed a statistically insignificant trend toward reduction after acute *Zeb1* ablation (Figure 3, A and B, and Supplemental Figure 3A). We assessed other BM lymphoid progenitor compartments, including CLP (LIN^–^SCA-1^lo^C-KIT^lo^CD127^hi^CD135^hi^) (35, 40) and LIN^–^ SCA-1^+^C-KIT^–^ (LSK^–^CD135^+^CD127^+^) (41) that were reduced in *Zeb1^–/–^* mice (Figure 3, A and B). Together, these data suggest that *Zeb1* acts as a critical modulator of incipient lymphoid progenitor commitment from HSCs.

### Acute conditional deletion of Zeb1 in HSCs results in a profound self-renewal and multilineage hematopoietic differentiation defect.

To directly assess the impact of acute deletion of *Zeb1* in HSCs, we performed flow cytometry analysis on immunophenotypically defined HSCs and all MPP populations from control or *Zeb1^–/–^* mice. The frequency of HSCs (LSK CD150^+^CD48^–^) and MPPs (LSK CD150^–^CD48^–^) was comparable between control and *Zeb1^–/–^* genotypes (Supplemental Figure 3B). HPC1 (LSK CD150^–^CD48^+^) showed a nonsignificant reduction after *Zeb1* deletion similar to that observed in conventional LMPP (LSK CD34^+^CD135^+^) (Supplemental Figure 3, A and B). *Zeb1^–/–^* HPC2 (LSK CD150^+^CD48^+^), which possesses both myeloid and lymphoid potential (38), showed a significant reduction in the frequency in total BM compared with control (Supplemental Figure 3B). These data demonstrate that *Zeb1* regulates the abundance of select MPP populations.

Having observed a reduction of MAC1^+^GR1^–^ myeloid cells in PB following acute deletion of *Zeb1* in the hematopoietic system, we asked whether this was due to defects in committed myeloid progenitors from BM *Zeb1^–/–^*. No significant difference in CMP (LK CD34^+^CD16/32^–^), GMP (LK CD34^+^CD16/32^+^), and MEP (LK CD34^–^CD16/32^–^) populations was noted between control and *Zeb1^–/–^* mice (Supplemental Figure 3C). Thus, *Zeb1*-mediated regulation of terminal MAC1^+^GR1^–^ myeloid cell differentiation appears to be independent of committed myeloid progenitor maturation from BM.

To stringently test the functionality and differentiation capacity of HSCs from *Zeb1*^–/–^ mice, we prospectively isolated 150 HSCs (CD45.2) from control or *Zeb1*^–/–^ mice at 14 days following deletion, mixed them with 2 × 10^5^ BM competitor cells (CD45.1), and transplanted this cell preparation into lethally irradiated recipients (CD45.1) (Figure 3C). The engraftment capacity of transplant recipients in PB was monitored until week 16 (Figure 3C). Significant engraftment failure was observed by week 6 and continued to decrease progressively until week 16 (Figure 3D). To test the donor contribution to PB of specific hematopoietic lineages, we analyzed PB for CD45.2 (donor) and CD45.1 (competitor) in conjunction with MAC1^+^GR1^–^ myeloid, MAC1^+^GR1^+^ myeloid, B220^+^ B cells, and CD4^+^CD8^+^ T cells. A profound reduction in donor contribution to B cells (Figure 3E), MAC1^+^GR1^–^ myeloid cells (Figure 3F), and MAC1^+^GR1^+^ myeloid cells (Figure 3G) was observed in recipients of *Zeb1^–/–^* HSCs. No engrafted T cells were derived from recipients transplanted with *Zeb1^–/–^* HSCs (Figure 3H).

Having observed multilineage defects in terminally differentiated blood cells in recipients of *Zeb1^–/–^* HSCs, we asked whether these defects originated in parental HSPCs or lineage-committed progenitors. Within LSK compartments, the donor contribution to HSC was equal between recipients of control or *Zeb1*^–/–^ HSCs (Figure 3I). However, there was a significant reduction in the donor contribution to MPP, HPC1, and HPC2 in *Zeb1*^–/–^ compared with control (Figure 3I). We also analyzed committed progenitors downstream of HSPCs and found a dramatic reduction in donor contribution to CMP, GMP, MEP, and LSK^–^CD127^+^, but no change was observed in donor contribution to CLP (Figure 3J). These data directly link the functional defects observed after transplantation of *Zeb1*-deficient HSCs to alterations in specific HSPC and lineage committed progenitor compartments.

An integral part of successful engraftment after BM transplantation is homing of i.v. infused HSPCs to the BM niche, the main home of adult hematopoiesis. To assess whether the *Zeb1*^–/–^ engraftment defect was due to abnormal homing of *Zeb1^–/–^* HSPCs to the BM, we transplanted 7 × 10^6^ total BM cells (CD45.2) from control or *Zeb1*^–/–^ mice into lethally irradiated recipients (CD45.1) and analyzed donor cell presence in recipients at 18 hours after transplantation (Supplemental Figure 4A). Relative parity was observed in the homing capacity of total BM cells or LSK populations in the 2 genotypes (Supplemental Figure 4B). Similarly, homing of donor cells to the spleen and thymus was comparable between control and *Zeb1*^–/–^ genotypes (Supplemental Figure 4C). Thus, acute deletion of *Zeb1* does not impact the homing ability of hematopoietic cells in vivo.

To directly test the impact of *Zeb1* deletion on the self-renewal capacity of HSCs, we performed secondary transplantation of *Zeb1^–/–^* HSCs. We sorted 300 HSCs (CD45.2) from control or *Zeb1^–/–^* primary recipients and admixed them with 3 × 10^5^ competitor BM cells before transplanting them into lethally irradiated recipients. We observed a strong defect in PB engraftment associated with multilineage hematopoietic impairment in secondary transplant recipients by week 12 (Figure 4, A and B), indicative of a self-renewal defect in *Zeb1^–/–^* HSCs.

### Zeb1 is required for cell-autonomous HSC function.

To assess whether the acute requirement for *Zeb1* in maintaining HSC function was cell autonomous, we performed a competitive BM transplantation by transplanting 5 × 10^5^ BM cells from control and *Zeb1*^fl/fl^*;Mx1-Cre*^+^ (CD45.2) mice admixed with equal number of WT competitor cells (CD45.1) into lethally irradiated recipients (CD45.1). Six weeks later, *Zeb1* deletion was induced by administering recipients with pIpC,and 14 days after the last dose of pIpC, mice were sacrificed and 5 × 10^5^ donor BM cells (CD45.2) from primary recipients (14 days after *Zeb1* ablation) mixed with 5 × 10^5^ competitor BM cells (CD45.1) were transplanted into lethally irradiated recipients (Figure 4C). Sixteen weeks after transplantation, we found a dramatic reduction in donor engraftment in PB and BM (Figure 4D). Further analysis of donor contribution to PB lineages revealed a marked reduction in myeloid cells and near loss of B and T cells (Figure 4E).

To determine whether the Zeb1^–/–^ BM microenvironment plays a role in Zeb1-mediated HSC regulation, we transplanted 1 × 10^6^ WT BM cells (CD45.1) into lethally irradiated control or Zeb1^fl/fl^;Mx1-Cre^+^ (CD45.2) mice. Six weeks later, we injected the recipients with pIpC to delete *Zeb1* and analyzed the mice at week 16 after the last dose of pIpC (Supplemental Figure 4D). PB analyses of myeloid cells (MAC1^+^), B cells (B220^+^), and T cells (CD4^+^/CD8^+^) showed no significant difference between control and *Zeb1^–/–^* (Supplemental Figure 4E). Next, we asked whether the altered BM niche would affect the composition of HSPC and committed progenitors. The data showed that the frequency of these populations was comparable between control and *Zeb1^–/–^* (Supplemental Figure 4, F and G). Together, these data demonstrate that *Zeb1* is required for cell-autonomous HSC functionality.

### Zeb1^–/–^ HSCs display deregulated cell polarity and hematopoietic differentiation transcriptional signatures.

In order to understand the transcriptional signature underpinning *Zeb1*-mediated regulation in HSCs, we performed RNA-Seq on purified HSCs (LSK CD150^+^CD48^–^) from control or *Zeb1^–/–^* mice 14 days after the last dose of pIpC. Of 222 differentially expressed genes (DEG), 47 genes (21%) were downregulated and 175 upregulated (79%) from *Zeb1^–/–^* HSCs. These data are largely consistent with the notion that *Zeb1* functions as a transcriptional repressor (42). Biological pathway analysis confirmed that the most enriched pathways were upregulated and included tight junction, cell adhesion, cell junction organization, immune system, and endocytosis pathways (Figure 5A). *Zeb1* appears to regulate a transcriptional signature related to cell polarity, consisting of genes related to cytoskeleton, cell adhesion, and lipid metabolism/lipid membrane biology (Figure 5B), congruent with the idea that *Zeb1* acts as a potent inducer of the EMT process, involving *Zeb1*-mediated repression of cell polarity genes (43–45). Using Ingenuity Pathway Analysis software (IPA), we generated a gene-interaction network showing the direct regulation of *Zeb1*-specific target genes related to cell polarity, cytoskeleton, and cell adhesion that included a regulatory node involving epithelial cell adhesion molecule (EpCAM), CRB3, PARD6b, ITGB4, CDH1, KRT18, and OCLN (10, 43–50) (Figure 5C). In agreement with this transcriptional network, EpCAM, CDH1, and ITGB4 upregulation in *Zeb1^–/–^* HSPCs was confirmed at the protein level by flow cytometry (Figure 6, A and B, and Supplemental Figure 5, A and B). Reflecting the global, multilineage differentiation functional defects of *Zeb1*^–/–^ HSCs, we observed a broad, robust pattern of deregulated HSC maintenance and hematopoietic lineage affiliated from both myeloid and lymphoid lineages (Figure 5B).

With prominent transcriptional deregulation of T cell pathways being observed in *Zeb1*^–/–^ HSCs (Figure 5A), we next asked whether the defects in *Zeb1*^–/–^ HSCs could be associated with those observed in *Zeb1*^–/–^ T cells. To address this question at the transcriptional level, we conducted RNA-Seq from *Zeb1*^–/–^ or control CLPs, which have T lymphoid but not myeloid potential, and compared their transcriptional signatures with that from *Zeb1*^–/–^ HSCs. *Zeb1*^–/–^ CLPs displayed gene expression pathways comparable to those of *Zeb1*^–/–^ HSCs, including deregulated cell-cell junction, tight junction, cell adhesion, cytoskeleton, and T cell pathways (Supplemental Figure 5, C–E). Remarkably, of the 47 DEGs in *Zeb1*^–/–^ CLPs, 27 genes (57%) were also differentially expressed in *Zeb1*^–/–^ HSCs (Supplemental Figure 5F). Other biological pathways reflecting T cell function were deregulated in *Zeb1*^–/–^ HSCs but not *Zeb1*^–/–^ CLPs (e.g., calcium-induced T lymphocyte apoptosis, iCOS-iCOSL signaling in T helper cells) (Figure 5A). Transcriptional signatures relating to the CtBP1 pathway (51, 52) were observed only in *Zeb1*^–/–^ CLPs (Supplemental Figure 5C). However, the majority of transcriptional programing mediating the differentiation defect of *Zeb1*^–/–^ T cells was instigated in HSCs and transmitted to CLPs. Overall, in its capacity as a transcriptional repressor, *Zeb1* acts as a potent regulator of cell polarity and differentiation-affiliated transcriptional signatures in HSCs.

### Increased EpCAM expression confers a cell-survival advantage in Zeb1^–/–^ HSCs that alters self-renewal and differentiation fates.

EpCAM, a glycoprotein mediating cell adhesion in epithelia (53), was the most highly upregulated gene in *Zeb1^–/–^* HSCs (Figure 5B). In other types of stem cells, EpCAM has been established as a crucial regulator of stem cell maintenance and differentiation (46). We therefore elected to examine the impact of EpCAM expression in the context of *Zeb1*-mediated regulation of HSC fate. We first confirmed enhanced expression of EpCAM at the protein level by flow cytometry of *Zeb1^–/–^* HSC, MPP, HPC1, and HPC2 populations (Figure 6, A and B). While EpCAM expression was nearly extinguished during differentiation to CMP, GMP, and MEP committed progenitors, it was upregulated in terminally differentiated cells (myeloid, B and T lineages) from PB (Figure 6B). EpCAM-positive HSPCs from *Zeb1^–/–^* LSKs expanded more than their EpCAM-negative counterparts in vitro (Figure 6C), suggesting that EpCAM expression confers a cell-survival signal in *Zeb1^–/–^* HSCs. We directly addressed whether EpCAM expression mediates cell survival in freshly isolated *Zeb1^–/–^* HSCs and in vitro and observed reduced apoptosis in *Zeb1^–/–^* *EpCAM^+^* HSCs and MPP subsets in both settings (Figure 6, D and E). Cell cycle status based on EpCAM expression was unperturbed in *Zeb1^–/–^* HSCs (Figure 6F). By evaluating the impact of EpCAM expression in *Zeb1^–/–^* HSC survival and differentiation in vivo, we showed at 16 weeks after HSC transplantation that *Zeb1^–/–^* cells in PB displayed a 2-fold increase in EpCAM expression compared with controls (Figure 6G). Thus, EpCAM expression in *Zeb1^–/–^* HSC correlates with the multilineage differentiation block observed during transplantation (Figure 3 and Figure 4). Yet high expression of EpCAM was preserved in *Zeb1^–/–^* HSPCs at 16 weeks after transplant and these *EpCAM^+^* *Zeb1^–/–^* HSPCs had a lower propensity for apoptosis (Figure 6, H and I). Together, these data suggest that augmented EpCAM expression confers a cell survival advantage in *Zeb1^–/–^* HSCs that causes an imbalance between self-renewal and differentiation fates.

### Zeb1^–/–^ EpCAM^+^ HSPCs display enhanced cell survival and diminished mitochondrial metabolism, RNA biogenesis, and differentiation transcriptional signatures.

To evaluate the transcriptomic signature demarcating *Zeb1^–/–^ EpCAM^+^* HSPCs from *Zeb1^–/–^ EpCAM^–^* HSPCs, we performed RNA-Seq on *Zeb1^–/–^ EpCAM^+^* LSK cells or *Zeb1^–/–^ EpCAM^–^* LSK cells 14 days after the last dose of pIpC. 

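RNA-Seq libraries were made from 4 samples of *Zeb1-/- EpCAM+* LSK cells and 4 samples of *Zeb1-/- EpCAM-* LSK cells, the lineage-negative, Sca-1-positive, c-Kit-positive bone marrow compartment that holds stem and progenitor cells. The mice had received 6 doses of 0.3 mg pIpC, which activates Mx1-Cre and deletes *Zeb1*, and both fractions came from deleted mice, so the comparison holds no libraries from control mice. The authors amplified the RNA with SMART-Seq v4, built libraries from 1 ng of cDNA, sequenced 150-bp paired ends, aligned the reads to the mouse genome GRCm38 with STAR and deposited the number of reads that FeatureCounts assigned to each of 54532 genes, without normalization. Between 15225714 and 17073546 reads were counted on genes in each *Zeb1-/- EpCAM+* library (median 16101165) and between 14114491 and 15929923 in each *Zeb1-/- EpCAM-* library (median 14717605), and the totals did not differ between the fractions (exact two-sided permutation test, n = 4 per fraction, p = 0.114). The reads carry no molecular identifiers, so counting error alone understates their uncertainty. Between 19992 and 20310 genes had at least 1 read in an *Zeb1-/- EpCAM+* library, against 18286 to 18746 in an *Zeb1-/- EpCAM-* library (exact two-sided permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). Genes with too few reads for a test were removed by edgeR's filter for the 2 fractions, which left 13560 genes. Counts were scaled by edgeR's TMM method and the fractions compared with edgeR's quasi-likelihood test (two-sided), with Benjamini-Hochberg adjusted p-values and a threshold of 0.05. *Epcam* (ENSMUSG00000045394, chromosome 17 of GRCm38, 87635979 to 87651106), the gene of the sorting marker, reached 187 ± 32.7 CPM (counts scaled to the library size; SD, n = 4) in *Zeb1-/- EpCAM+* libraries and 3.86 ± 3.61 CPM (SD, n = 4) in *Zeb1-/- EpCAM-* libraries. Its log2 fold change was 5.56 (standard error 0.47, adjusted p = 0.000121 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 5.27 and 6.44 when each library was left out in turn. *Zeb1* itself (ENSMUSG00000024238, chromosome 18, 5591860 to 5775467) gave 19.5 ± 3.75 CPM (SD, n = 4) in *Zeb1-/- EpCAM+* libraries and 11.9 ± 2.14 CPM (SD, n = 4) in *Zeb1-/- EpCAM-* libraries, with a log2 fold change of 0.72 (standard error 0.17, adjusted p = 0.00798 from the same edgeR test). Counts per gene do not separate transcripts of the deleted allele from those of an intact one.

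**Figure D1:**
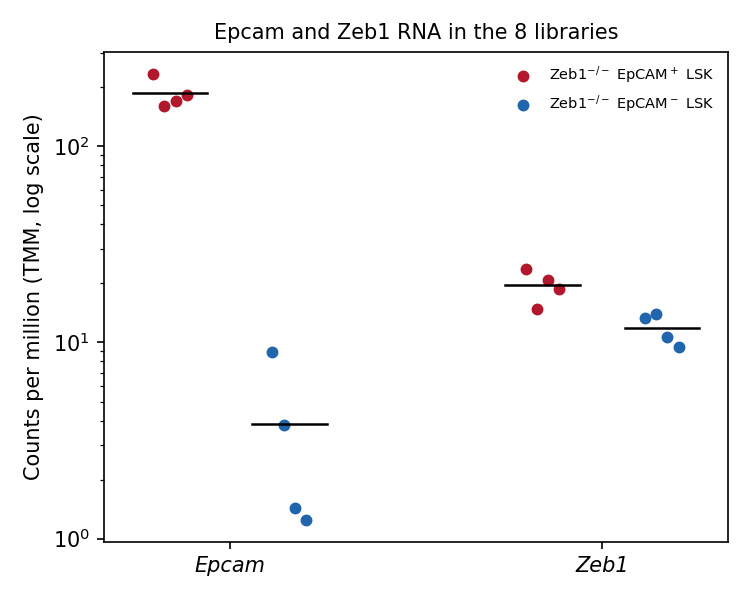
CPM of *Epcam* and *Zeb1* (vertical axis, log scale) in the 4 libraries of each fraction, with one point per library and a line at the mean. *Epcam* lies between 161 and 234 CPM in EpCAM+ libraries and between 1.25 and 8.99 CPM in EpCAM- libraries.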

In *Zeb1^–/–^ EpCAM^+^* HSPCs, 3263 genes were upregulated and 3153 genes were downregulated (Figure 7A). 

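Of the 13560 genes tested, 5779 differed between the fractions, 2961 of them higher and 2818 lower in *Zeb1-/- EpCAM+* HSPCs. The change was larger than 2-fold for 1622 of these genes (1241 higher and 381 lower) and smaller than 1.5-fold for 2812 of them (48.7%). The 4 values of one fraction all lay above the 4 of the other for 5437 tested genes (40.1%), where chance gives 2.86%. The count moved most when a change of more than 2-fold was itself tested, which left 582 genes (387 higher and 195 lower). The scaling set the balance between the directions: with upper-quartile scaling, 3642 genes were higher and 2083 lower, and with library totals alone, 3476 were higher and 2066 lower. Under these scalings the median log2 fold change of all tested genes was 0.11 in each case, against 0.02 with TMM. The authors' deposited table gives an adjusted p to 18259 genes, and 6416 of them pass the same threshold. The calls made here shared 5598 genes with those of the authors' deposited table, all in the same direction. With DESeq2 in place of edgeR, 3280 genes were higher and 3175 lower. Among significant protein-coding genes with separated fractions, 5 in each direction were picked by the fitted log2 fold change, which ranks genes near 0 counts in one fraction on few reads, so their order is not a measured one. Those picked as higher were *Jchain*, *Tlr11*, *Asb2*, *Xcr1* and *Ms4a1*. *Jchain* is a marker of plasma cells, *Xcr1* of dendritic cells and *Ms4a1* of B cells, so RNA of such cells stays open as their source. The counts of *Tlr11* (45 to 491) and *Asb2* (18 to 184) varied widely between *Zeb1-/- EpCAM+* libraries, and their source stays open too. *Tlr11* was at least 82.0-fold higher, *Asb2* at least 32.0-fold and *Ms4a1* at least 28.2-fold, measured against a floor of 3 counts in *Zeb1-/- EpCAM-* libraries. These bounds depend on the library with most reads of the gene, and the lowest with 1 library left out were 58.0, 23.6 and 17.2. *Jchain* had a log2 fold change of 12.87 (standard error 1.56) with 3069 to 53916 counts in *Zeb1-/- EpCAM+* libraries, and *Xcr1* one of 7.59 (standard error 0.98) with 202 to 2251 counts. In *Zeb1-/- EpCAM-* libraries *Jchain* had 0 to 4 counts and *Xcr1* 2 to 13, so the size of both folds rests on few reads. Without EpCAM+ replicate 1 the log2 fold change of *Jchain* was 10.91. DESeq2 gave *Jchain* no adjusted p, neither in the authors' deposited table nor when run here. Those picked as lower were *Cyp1a1*, at least 18.1-fold lower, *Nags*, at least 17.7-fold, and *Asb17*, at least 32.4-fold, with 13.7, 12.3 and 27.3 as the lowest bounds with 1 library left out, *Abcg4*, with a log2 fold change of -6.10 (standard error 0.65), and *Prss50*, with -6.00 (standard error 0.50). *Abcg4* had 0 to 4 counts in *Zeb1-/- EpCAM+* libraries, so its fold rests on few reads too, and its log2 fold change ran from -7.17 to -5.73 with each library left out in turn, against -6.51 to -5.73 for *Prss50*, which had 6 to 29 counts. These 10 genes had adjusted p-values between 0.000118 and 0.00263 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.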

In agreement with enhanced cell survival and a functional block in differentiation associated with *Zeb1^–/–^ EpCAM^+^* HSCs (Figure 6), biological pathway analysis revealed a robust p53-mediated prosurvival signature and an antihematopoietic differentiation signature in *Zeb1^–/–^* *EpCAM^+^* HSPCs (Figure 7, B–D). Furthermore, we observed augmented expression of antiapoptotic BCL-XL (54) in *Zeb1^–/–^ EpCAM^+^* HSPCs (Figure 7, C and E) and an EpCAM-p53-BCL-XL (BCL2L1) interacting gene network of apoptotic regulation in *Zeb1^–/–^* HSPCs (Supplemental Figure 6).

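The Reactome gene set Regulation of Apoptosis, which Figure 7B names, was tested in the mouse version of Reactome with limma's camera, a test of whether a list's genes changed more than the other genes, with a preset inter-gene correlation of 0.01 and p-values adjusted over 45 lists. In this set, 29 of 50 tested genes were significantly lower in *Zeb1-/- EpCAM+* HSPCs and 1 was higher, with a median log2 fold change of -0.31 (camera adjusted p = 1.3e-06). With upper-quartile scaling, 21 were lower. The mean log2 CPM of the set was lower in all 4 *Zeb1-/- EpCAM+* libraries than in all 4 *Zeb1-/- EpCAM-* libraries (exact two-sided permutation test, p = 0.0286). Of its tested genes, 44 encode proteasome subunits. Those 44 genes had a median log2 fold change of -0.32, and 28 of them were lower. Without them, the 6 other genes of the set had a median of -0.24 (camera adjusted p = 0.286). The Reactome set Stabilization of p53 shares 48 tested genes with Regulation of Apoptosis and was lower too, with a median of -0.30 (camera adjusted p = 1.8e-06). Its 8 genes outside the proteasome had a median of -0.19 (camera unadjusted p = 0.242). A hand-written list of p53 targets had 5 of 26 tested genes higher and 6 lower, with a median of 0.15 (camera adjusted p = 0.634). In a hand-written list of regulators of blood lineages, 7 of 27 tested genes were higher and 9 lower, with a median of -0.05 that became 0.03 with upper-quartile scaling or library totals (camera adjusted p = 0.379). With fry this list was lower (adjusted p = 0.0115), and its mean log2 CPM was 0.33 lower in *Zeb1-/- EpCAM+* libraries (exact two-sided permutation test, n = 4 per fraction, p = 0.0286), where the mean over all tested genes was 0.14 higher. Of the 45 lists, 31 passed with camera, 29 of these also passed with limma's fry test, and none passed with a correlation estimated from the data, where 8 had an unadjusted p under 0.05. The HSC differentiation set of Figure 7B was not used here. Of the 11 antiapoptotic genes of Figure 7C, 10 could be tested, and each was higher in *Zeb1-/- EpCAM+* HSPCs, by 0.28 to 0.75 on the log2 scale, with adjusted p-values from 0.00211 to 0.0481 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone, 10 passed as well, and the fractions did not overlap for 8 of the 10, against 40.1% of all tested genes. Neither is independent evidence, because Figure 7, C and D, shows genes chosen on these libraries. With 1 library left out, between 5 and 9 of them still passed, and *Tnfaip3*, the weakest, passed in a single one of these 8 fits, the one without EpCAM- replicate 4. In the 4 *Zeb1-/- EpCAM+* libraries, the median of the 10 genes' log2 excess over the *Zeb1-/- EpCAM-* mean was 0.31 to 0.52. *Bcl2a1a* was not tested, because it had 6, 1, 4 and 30 counts in *Zeb1-/- EpCAM+* libraries and 0 in each *Zeb1-/- EpCAM-* library. All 11 proapoptotic genes of Figure 7D were lower, with log2 fold changes from -0.31 (*Dapk3*) to -3.38 (*Anxa3*), with adjusted p-values from 4.2e-05 to 0.00793 (same edgeR test) and no overlap between the fractions. Adjusted over the list alone, all 11 passed, and all 11 passed in each fit without 1 library.

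**Figure D2:**
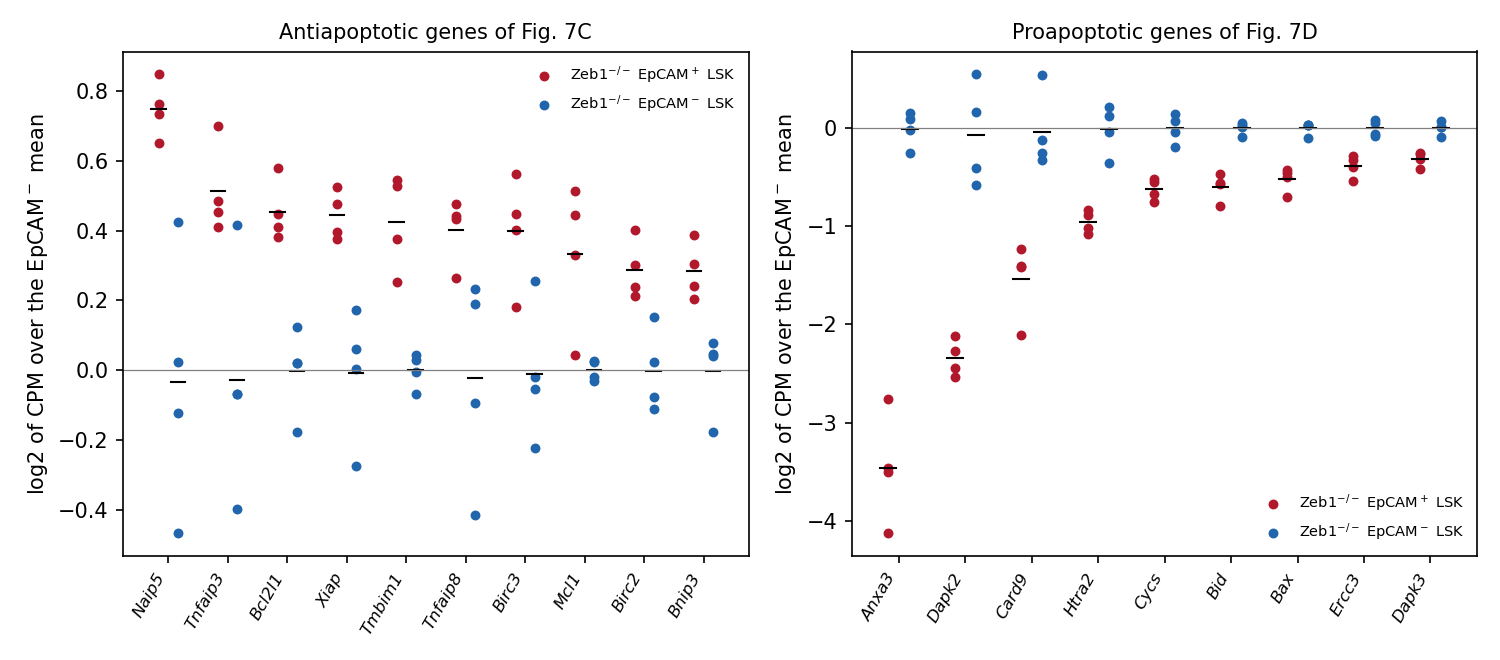
log2 of CPM over the mean of the EpCAM- libraries for the 10 tested genes of Figure 7C (left) and 9 genes of Figure 7D (right), with one point per library and a line at the mean of 4. Each of the 9 proapoptotic genes shown is lower in all 4 EpCAM+ libraries than in any EpCAM- library, and 8 of the 10 antiapoptotic genes are separated in the other direction.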

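*Bcl2l1* (ENSMUSG00000007659, chromosome 2 of GRCm38, 152780668 to 152831728), which encodes BCL-XL, had 27.7 ± 1.72 CPM (SD, n = 4) in *Zeb1-/- EpCAM+* HSPCs and 20.2 ± 1.72 CPM (SD, n = 4) in *Zeb1-/- EpCAM-* HSPCs. Its log2 fold change was 0.46 (standard error 0.10, adjusted p = 0.00401 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 4 *Zeb1-/- EpCAM+* values exceeded all 4 *Zeb1-/- EpCAM-* values (exact two-sided permutation test, p = 0.0286). The log2 fold change stayed between 0.39 and 0.49 with each library left out in turn and passed the threshold each time. The BCL-XL protein levels of Figure 7E were not analysed here.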

Mitochondria play crucial regulatory roles in fundamental cellular processes, such as apoptosis and bioenergetic provisions (55), and in the context of HSCs, act as a gatekeeper limiting HSC self-renewal ability (56). 

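Genes that encode mitochondrial proteins were tested as lists written by hand for each pathway, and as Reactome sets of the same pathways. Of the 77 tested genes for proteins of the mitochondrial ribosome, 58 were significantly lower and none was higher in *Zeb1-/- EpCAM+* HSPCs, with a median log2 fold change of -0.38 (camera adjusted p = 7.1e-14), while the 86 tested genes of the Reactome set for mitochondrial translation had a median of -0.38 and 63 lower genes (camera adjusted p = 4.4e-14). The 3 genes of the ribosome list with the smallest adjusted p were *Mrps27*, *Mrps18b* and *Mrpl36*, with log2 fold changes of -0.74, -0.82 and -0.71. Of 34 tested genes for protein import into mitochondria, 27 were lower, with a median of -0.45 (camera adjusted p = 9.9e-09), among them *Hspd1* (-0.92), *Tomm40* (-0.98) and *Tomm22* (-0.58). The Reactome set for import gave a median of -0.45 over 26 tested genes (camera adjusted p = 2.1e-07). In the list for mitochondrial gene expression, 7 of 21 tested genes were lower, with a median of -0.22 (camera adjusted p = 0.000643). For pyruvate metabolism and the TCA cycle, 19 of 28 tested genes were lower and 1 was higher, with a median of -0.43 (camera adjusted p = 1.7e-06). *Idh3a* fell by 0.73 and *Dld* by 0.51 on the log2 scale, and the gene that rose was *Ldhb*, by 1.81. The Reactome set of that name gave a median of -0.37 over 37 tested genes (camera adjusted p = 2.3e-05). The nuclear genes of the respiratory chain had a median of -0.27 over 80 tested genes (camera adjusted p = 3.1e-07). Fry, run without the pairing, did not share that call (adjusted p = 0.0632). The mean log2 CPM of these genes was lower in the *Zeb1-/- EpCAM+* library of each of the 4 numbered pairs, although the fractions overlapped (exact two-sided permutation test, p = 0.0571). With the replicate number as a block, camera again gave the list as lower (adjusted p = 2.2e-09), and fry was not tested with it. The 11 tested messenger RNAs encoded by mitochondrial DNA did not differ as a group, with a median of -0.11 (camera adjusted p = 0.563), and the direction that camera gives to them changed without EpCAM+ replicate 1 or without EpCAM- replicate 2. The medians of the nuclear lists stayed below 0 with upper-quartile scaling, where the list for mitochondrial ribosomal proteins had -0.29 and the import list -0.36, with 47 and 23 lower genes. The lists for mitochondrial gene expression and for pyruvate metabolism and the TCA cycle then had 5 and 16 lower genes. For glycolysis, a hand-written list had a median of -0.32 over 17 tested genes (camera adjusted p = 0.0176), and without EpCAM- replicate 1 or EpCAM- replicate 3 its adjusted p was 0.0582 or 0.0583. The pentose phosphate list had 6 of 7 tested genes lower and a median of -0.54 (camera adjusted p = 0.000175).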

*Zeb1^–/–^ EpCAM^+^* HSPCs displayed reduced mitochondrial gene expression, transport, translation, and protein import as well as reduced associated mitochondrial metabolic pathways (e.g., pyruvate metabolism and TCA cycle) critical to HSC fate (57) (Figure 7F). Further highlighting the relatively low bioenergetic state of *Zeb1^–/–^ EpCAM^+^* HSPCs, ribosome biogenesis and ribosome-associated pathways, such as rRNA processing, whose reduction has previously been associated with conferral of stress resistance in preleukemic HPSCs (58), were similarly downregulated in *Zeb1^–/–^ EpCAM^+^* HSPCs (Figure 7F). 

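In a hand-written list of ribosome biogenesis and rRNA processing genes, 101 of 115 tested genes were significantly lower in *Zeb1-/- EpCAM+* HSPCs and none was higher. The median log2 fold change of the list was -0.51 (camera adjusted p = 3.4e-22), and its mean log2 CPM was lower in all 4 *Zeb1-/- EpCAM+* libraries than in all 4 *Zeb1-/- EpCAM-* libraries (exact two-sided permutation test, p = 0.0286). With upper-quartile scaling the median was -0.42 and 88 genes were lower. The adjusted p of the list ranged from 2.2e-23 to 1.0e-20 with each library left out in turn, was 0.00104 with fry and was 0.281 with an estimated inter-gene correlation. *Rrs1*, *Mphosph10* and *Ddx49*, the members with the smallest adjusted p, had log2 fold changes of -0.81, -0.60 and -0.68. *Rrs1*, for instance, fell from 138 ± 11.8 CPM (SD, n = 4) in *Zeb1-/- EpCAM-* to 78.4 ± 5.10 CPM (SD, n = 4) in *Zeb1-/- EpCAM+* HSPCs. Genes for proteins of the cytosolic ribosome changed less uniformly, with 22 of 76 tested genes lower, none higher and a median of -0.27 (camera adjusted p = 2.3e-05), and with 11 lower genes under upper-quartile scaling and 13 under library totals. That call did not hold with fry, run without the pairing (adjusted p = 0.145), and the mean log2 CPM of the fractions overlapped (exact two-sided permutation test, p = 0.143). Within each of the 4 numbered pairs the mean was lower in the *Zeb1-/- EpCAM+* library. With the replicate number as a block, camera again gave the list as lower (adjusted p = 9.8e-08). Whether the pairing changes the result of fry was not tested. EpCAM+ replicate 1 had the lowest mean of this list. The 23 tested aminoacyl-tRNA synthetase genes, which charge tRNA, had a median of -0.50, and 22 of them were lower (camera adjusted p = 4.7e-09).

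**Figure D3:**
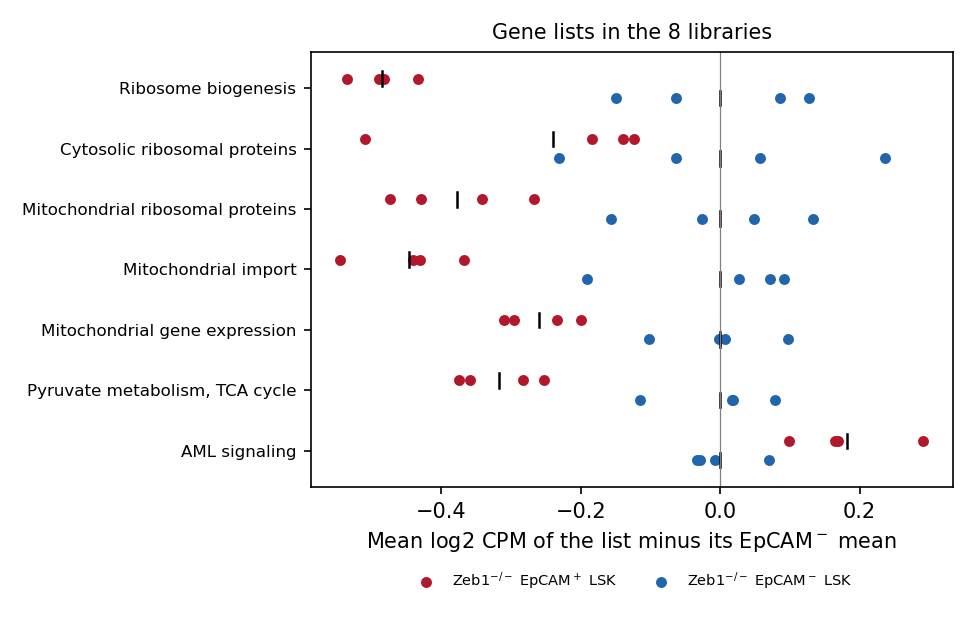
Mean log2 CPM of 7 gene lists in each library minus the mean of the 4 EpCAM- libraries (horizontal axis), with one point per library and a line at the mean of each fraction. For ribosome biogenesis and the 4 mitochondrial lists shown the EpCAM+ libraries lie below all EpCAM- libraries, while the fractions overlap for cytosolic ribosomal proteins.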

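The genes of acute myeloid leukemia signaling were tested as a hand-written list of kinases, RAS and PI3K pathway members, STAT proteins and blood transcription factors, since the IPA pathway itself was not used here. Of its 53 tested genes, 12 were significantly higher and 9 lower in *Zeb1-/- EpCAM+* HSPCs, with a median log2 fold change of 0.04 (camera adjusted p = 0.634). The mean log2 CPM of the list was 0.18 higher in *Zeb1-/- EpCAM+* libraries (exact two-sided permutation test, n = 4 per fraction, p = 0.0286), where the mean over all 13560 tested genes was 0.14 higher (p = 0.0286 from the same exact test). With upper-quartile scaling the median was 0.13. The direction that camera gives to the list changed without EpCAM- replicate 2 (adjusted p = 0.965). The members with the smallest adjusted p were lower: *Hras*, *Cebpa* and *Pik3r2*, with log2 fold changes of -0.58, -1.38 and -0.94.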

Consistent with this, *Zeb1^–/–^ EpCAM^+^* HSPCs also displayed augmented AML signaling (Figure 7F). Therefore, in addition to control of cell survival, *Zeb1*-mediated repression of EpCAM appears to be critical in regulating mitochondrial metabolism and ribosomal pathways associated with normal HSC maintenance and prevention of preleukemic and leukemic signaling.

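Across the 45 gene lists tested, 25 were lower and 6 higher in *Zeb1-/- EpCAM+* HSPCs with camera, while 1 other split of the 8 libraries into 4 and 4, which keeps 3 of the 4 libraries of each fraction together, gave 32 such lists. The 18 splits with 2 libraries of each fraction on either side gave 2 to 20. From the lower expression of mitochondrial and ribosomal pathways and the higher AML signaling in *Zeb1-/- EpCAM+* HSPCs (Figure 7F), together with the survival signature, the paper proposes that repression of EpCAM by *Zeb1* regulates the metabolic and ribosomal pathways tied to HSC maintenance and holds back leukemic signaling.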

### ZEB1 expression is downregulated in AML patients, and acute deletion of Zeb1 in leukemic stem cells enhances disease progression in MLL-AF9 and Meis1a/Hoxa9 driven AML.

Subversion of HSC fates may cause hematologic neoplasia, including leukemia (59). Having found that *Zeb1* deficiency leads to critical impairments in HSC self-renewal, apoptotic, and differentiation fates and because increased EpCAM expression in *Zeb1-*deficient HSCs enhanced AML signaling, we assessed the role of *Zeb1* in AML. We initially evaluated ZEB1 expression in a large cohort of AML patients. AML (*n* = 2611) and control (*n* = 77) patient data sets were obtained from NCBI’s Gene Expression Omnibus (GEO) to assemble a case/control cohort hybridized to Affymetrix Human Genome U133 Plus 2.0 GeneChip array and analyzed through R using bioconductor packages, where data was normalized using Robust Multi-Array Average (RMA). We observed that ZEB1 expression was lower in AML patients compared with healthy controls (Figure 8A). Attenuated expression of ZEB1 was particularly prevalent in M4 and M5 FAB subtypes and also in AML patients with t(8;21) and *MLL* chromosomal translocations (60, 61) (Figure 8, B and C). Using an independent AML patient database, BloodSpot (http://www.bloodspot.eu), we validated lower ZEB1 expression in patients harboring these chromosomal translocations (Figure 8D).

While these data imply that *ZEB1* acts as a tumor suppressor in AML, the functional requirement of *Zeb1* in AML disease progression remains unknown. To directly assess this, we employed an assay in which leukemic transformation of murine C-KIT^+^ HSPCs is mediated by retroviral overexpression of either *MLL-AF9* or *Meis1a/Hoxa9* AML oncogenes (62–64). *MLL-AF9*– or *Meis1a/Hoxa9*-transduced cells were serially passaged for 3 rounds in colony-forming cell (CFC) assays to generate pre–leukemic stem cells (pre-LSCs), which, on i.v. injection into primary lethally irradiated mice, become LSCs — the malignant counterparts of HSCs that drive disease progression in AML (65) (Figure 8E). We cotransduced HSPCs from noninduced *Zeb1^fl/fl^;Mx1-Cre*^+^ or control mice with retroviruses expressing either *MLL-AF9* or *Meis1a/Hoxa9*, collected pre-LSCs, and transplanted them into primary recipients alongside unfractionated BM support cells (Figure 8E). By flow cytometry, we assessed the PB of recipients for engrafting leukemic cells and induced *Zeb1* deletion with pIpC after disease onset, when 20% engraftment of leukemic cells was observed in the PB (66) (data not shown). In both *MLL-AF9* and *Meis1a/Hoxa9* leukemic models, recipients of *Zeb1*-KO LSCs succumbed to AML with enhanced rapidity compared with recipients receiving control LSCs, indicating that *Zeb1* deletion accelerates LSC-mediated disease progression (Figure 8, F and G). Thus, *Zeb1* acts as a tumor suppressor in *MLL-AF9* and *Meis1a/Hoxa9* AML LSCs.

## Discussion

*Zeb1*, in its capacity as a critical EMT regulator, controls myriad processes in embryonic development and, through the agency of tissue-specific stem cells, acts as a critical regulator of adult tissue homeostasis (18). Deregulation of *Zeb1* activity has been implicated in multiple cancer types and, in these settings, *Zeb1* acts as an instigator of the activity of cancer stem cells, a subset of cancer cells driving therapy resistance and metastasis, which ultimately cause fatality (42, 43). Understanding of the cellular and molecular mechanisms underpinning *Zeb1*-mediated regulation of stem cell self-renewal, lineage fate, and differentiation in normal and cancer stem cells remains incomplete. Here, in stem cells of the hematopoietic system, we find that acute conditional deletion of *Zeb1* causes a profound cell-autonomous self-renewal defect and differentiation block across all lineages after transplantation and deregulates a transcriptional program associated with cell polarity. Strikingly, acute conditional deletion of *Zeb1* in HSCs and their progeny affects the lineage fate and cell survival of T cells, leading to a rapid loss of thymocytes and CD8^+^ T cell subsets.

While it is known that *Zeb1* and other TFs, such as zinc finger TF *Gata3*, are essential in T cell development (67, 68), the process in adults is less clear. Here, we identify *Zeb1* as an indispensable regulator of transcriptional programming for the entire adult T cell repertoire, during initial T cell commitment from HSPC BM progenitor subsets through to cell survival during positive and negative selection in the thymus. In spite of incomplete gene deletion using the *Mx-Cre* system, we also identified *Zeb1* as a regulator of CD8^+^ EM in BM and PB and CD8^+^CM T cells from spleen, supporting previous observations that *Zeb1* is critical to CD8^+^ T cell function during infection (69). Our data are also consistent with the notion that the ZEB family member *Zeb2* plays reciprocal roles in CD8^+^ T cell biology (69) and that it does not compensate for the absence of *Zeb1*. Further understanding *Zeb1*-mediated control of adult T cell differentiation may have implications for immunosurveillance, a naturally occurring immune mechanism involving CD8^+^ T cells and other immune subsets that eradicate tumor cells (70, 71). In particular, the complex interplay between the necessity for *Zeb1* in immune cell subsets involved in immunosurveillance and the tumor microenvironment, where paradoxically, ZEB1 expression can drive metastasis by interfering with immune checkpoints, requires further exploration to negate possible toxic effects associated with targeting ZEB1 or ZEB1 target genes therapeutically in cancer. Nonetheless, the benefits of modulating the *Zeb1* transcriptional/epigenetic network in cancer immunotherapy have been clearly illustrated in the blockade of CD47, a direct transcriptional target of *Zeb1*, that enhances phagocytosis of breast cancer cells undergoing EMT (72).

*Zeb1^–/–^* HSCs were functionally defective in their capacity to generate other blood lineages in transplantation, suggesting that *Zeb1* modulates the ability of HSCs to differentiate correctly in vivo through repression of lineage-commitment–affiliated gene programs in HSCs. In keeping with the notion of lineage-specific transcriptional repression licensed by *Zeb1*, we observed upregulation of 79% of genes in *Zeb1^–/–^* HSCs together with a robust gene expression signature associated with deregulated multilineage differentiation. Relatively few transcriptional repressors, including *Gfi1* and *Gfi1b*, have been shown to regulate HSC self-renewal and differentiation function (73). *Gfi1^–/–^* HSCs have a phenotype resembling that observed in *Zeb1^–/–^* HSCs (74, 75), and notably, both *Gfi1* and *Gfi1b* were transcriptionally repressed in *Zeb1^–/–^* HSCs, suggesting positive regulation by ZEB1. *Zeb1* therefore likely acts as a transcriptional repressor that regulates HSC self-renewal and global differentiation via a transcriptional repressor network that includes both *Gfi1* and *Gfi1b*.

*Zeb1* regulates HSC self-renewal and differentiation in association with a transcriptional program of cell polarity, which relates to the structural and cellular changes that occur to a cell, facilitating specialized function, such as cell division, adhesion, or migration (76). Several studies in *Drosophila melanogaster* male germline stem cells (77, 78) support the longstanding hypothesis that cell polarity acts as a critical mechanism that asserts control of symmetric versus asymmetric stem cell division and therefore stem cell fate, simply put, striking a balance between self-renewal and differentiation fates in tissue homeostasis and under conditions of physiologic stress (76, 79). Notably, *Numb*, a marker of asymmetric division in *Drosophila melanogaster* neuroblasts (80), and *Crb3*, which asymmetrically distributes polarity proteins in mouse preimplantation embryos (81), were deregulated in *Zeb1^–/–^* HSCs. Taken together with the observation that *Zeb1^–/–^* HSCs have decreased self-renewal potential, these data suggest that *Zeb1^–/–^* HSCs favor symmetric, differentiating divisions over asymmetric divisions. Other regulators of cell polarity, including genes associated with apical-basal polarity (82), such as tight junctions (*Ocln*, *Marveld2*, *Tjp3*), adherens junctions (*Cdh1*) and desmosomes (*Krt8*, *Dsc2*, *Dsg2*), were upregulated in *Zeb1^–/–^* HSCs. We provide evidence that derepression of EpCAM in *Zeb1^–/–^* HSCs correlates with enhanced HSC survival in homeostasis and transplantation. Yet enhanced HSC survival and relative upregulation of EpCAM in PB correlate with a block in engraftment in transplantation of *Zeb1^–/–^* HSCs, suggesting that enhanced survival of HSCs mediated by EpCAM disturbs the delicate balance of self-renewal versus differentiation fates.

EpCAM expression in *Zeb1^–/–^* HSCs reduced mitochondrial metabolism, which is also important for HSC self-renewal, cell survival,and differentiation fates (57). For example, reduced pyruvate metabolism was observed in *EpCAM^+^* *Zeb1^–/–^* HSPCs, which is consistent with evidence that ablating aspects of pyruvate metabolism causes HSC exhaustion and a block in HSC differentiation (83, 84). Associated with a low metabolic state, *EpCAM^+^* *Zeb1^–/–^* HSPCs also exhibited reduced ribosome biogenesis, which may reflect enhanced cell survival mediated by the combinatorial lack of p53 target gene phosphorylation, stabilization of p53, and reduced rRNA observed in *EpCAM^+^* *Zeb1^–/–^* HSPCs (58, 85). In future work, it will be of interest to further evaluate the genetic requirement for EpCAM in *Zeb1*-mediated HSC function in the context of mitochondrial metabolism and ribosome biogenesis.

Deregulation of cell adhesion molecules or other cell polarity genes, such as EpCAM, which are a normal feature of epithelial cells, could also be incompatible with the predominantly mesenchymal milieu of the BM environment and may facilitate aberrant, cell-autonomous–driven interactions of HSCs with components of the BM niche (86). This could restrain the motility or alter survival and quiescence of HSCs (or HSPC subsets) within the BM. Studies should be conducted using in vivo imaging of *Zeb1^–/–^* HSCs in their BM habitat to define the broader role of cell polarity–related molecules in vascular and osteoblastic BM niches and how they might influence HSC fate.

Perturbation of cell polarity is also a hallmark of cancer development, (87) and given our findings of *Zeb1’s* impact on myeloid differentiation — which is blocked in AML — we explored the function of *Zeb1* in AML. In hematologic malignancies, *Zeb1* has variably been reported as either a tumor suppressor (in Sézary syndrome and adult T cell leukemia/lymphoma) (88–90) or an oncogene (in mantle cell lymphoma) (91). We found *ZEB1* expression was reduced in select AML patient subtypes, including those involving *MLL* chromosomal translocations that confer poor prognosis in AML (92). Induction of *Zeb1* KO in LSC mouse models of *MLL-AF9*– and *Meis1a/Hoxa9*-driven AML accelerated disease progression, implying that *Zeb1* acts as a tumor suppressor in AML LSCs. In support of this, ablating prooncogenic *Gata2* in AML LSCs caused upregulation of *Zeb1* expression (66). Taken together with analysis of *Zeb1^–/–^* HSCs, these data suggest that *Zeb1*-mediated control of HSC self-renewal, apoptosis, and differentiation fates is integral to suppressing the vulnerability of HSCs to leukemic transformation and disease progression in AML. This view is in agreement with the likely preleukemic selective advantage provided by decreased ribosome biogenesis (58) and enhanced AML signaling in *Zeb1^–/–^* *EpCAM^+^* HSPCs. In contrast, however, and consistent with an oncogenic function for *Zeb1* in AML, high expression of *Zeb1* has been found to drive dissemination of AML LSCs and leukemic cells to extramedullary sites and other organs (92). Yet the cell context–dependent requirement for *Zeb1* in initiating and propagating AML (93) remains ambiguous and requires further in-depth experimentation.

## Methods

### Mice.

We generated *Zeb1^fl/fl^* mice (23) which were bred with *Mx1-Cre*^+/–^ mice (25) to generate an experimental cohort of *Zeb1*^fl/fl^*;Mx1-Cre*^–/–^ (control) and *Zeb1^fl/fl^;Mx1-Cre*^+/–^ (*Zeb1*^–/–^). *Zeb1* was deleted after i.p. administration of pIpC (6 doses every alternate day, 0.3 mg per dose, GE Healthcare). Genotyping is described in Supplemental Methods.

### Flow cytometry analysis.

Bones (femurs, tibias, iliac bones) were crushed using a pestle and mortar in PBS supplemented with 2% FBS, and the BM cell suspension was filtered through a 70 μm cell strainer (Miltenyi Biotec). Spleen and thymi were minced through a 70 μm cell strainer to obtain a homogeneous cell suspension. PB was obtained from the tail vein in EDTA-treated tubes (Starstedt). Red blood cells were lysed by ammonium chloride solution (STEMCELL Technologies). For the immunophenotypic analysis, cells were stained as follows: HSPCs (LSK SLAM): lineage cocktail was prepared from a pool of biotinylated antibodies of differentiated cell markers in PBS 2% FBS (MAC1 and GR1 for myeloid cells, TER119 for erythroid lineage, B220 for B cells, CD3e, CD4, CD8a for T cells), SCA-1-APCCy7, C-KIT-APC, CD150-PECy7, and CD48-FITC to study HSC, MPP, HPC1, and HPC2; for the committed progenitors (LK), LIN cocktail as in LSK SLAM, SCA-1-APCCy7, CKIT-APC, CD34-FITC, CD16/32-PECy7, CD135-PE, and CD127-BV650 to study LMPP, CMP, GMP, MEP, and CLP. The lineage cocktail was detected by adding streptavidin as a secondary antibody. Lineage-positive cells from the BM and spleen were stained for GR1-PECy7 and MAC1-APC (myeloid cells), CD3-APC, CD4-PE, CD8-APCCy7 (T cells), B220-FITC (B cells), CD62L-PECy7, and CD44-APC (naive, effector, and memory T cells). For thymocytes, cells were stained for CD4 and CD8, CD44, CD25, and C-KIT to study early and late stages of T cell development in thymus. For apoptosis assay, after staining the cells for cell-surface markers, they were stained with annexin V–PE antibody (BioLegend) for 30 minutes in the dark at room temperature (RT), and DAPI (1 μg/mL) (Molecular Probes) was added before running the samples. Ki67 for cell-cycle analysis in HSCs and intracellular staining were done after the extracellular staining, cells were fixed in 1% paraformaldehyde (PFA) (Thermo Fisher) for 20 minutes at 4°C, permeabilized using PBS containing 0.1% Saponin (MilliporeSigma) for 30 minutes at 4°C, and then stained with the antibodies for 30 minutes at 4°C in the dark. For cell cycle, cells were incubated with DAPI at a final concentration of 5 μg/mL in the dark for 5 minutes before running the samples. Samples were analyzed using BD LSRFortessa (BD Biosciences). Data were analyzed using FlowJo, version 10.0.8 (Tree Star). A full list of antibodies used is shown in Supplemental Table 1.

For HSC sorting, BM cell suspension was obtained and red blood cells were lysed by ammonium chloride solution (STEMCELL Technologies). Cells were enriched for CKIT by MACS (Miltenyi Biotec) using anti-CKIT magnetic beads (Miltenyi Biotec). CKIT^+^ cells were stained as described earlier, and HSCs were sorted using a BD FACSAria Fusion (BD Biosciences).

### Transplantation experiments.

C57BL/6 SJL mice (CD45.1) were used as recipients for all the transplantations, except that the niche transplantation C57BL/6 (CD45.2) mice (The Jackson Laboratory) were used as recipients. The mice were lethally irradiated at 9 Gy (split dose). For primary transplantation, 150 HSCs from *Zeb1^–/–^* and control cells mixed with 2 × 10^5^ whole BM (CD45.1) (supporting cells) were i.v. transplanted into lethally irradiated mice (CD45.1). To monitor the engraftment, tail-vein bleeding was performed at different time points after transplant. To further assess the capacity of Zeb1-deficient HSCs to repopulate secondary recipients, 300 HSCs from *Zeb1^–/–^* and control mixed with 3 × 10^5^ whole BM (CD45.1) (supporting cells) were i.v. transplanted into lethally irradiated mice (CD45.1). The engraftment ability was monitored via tail-vein bleeding as was done with the primary recipients.

For cell-autonomous transplantation, *Zeb1* was deleted specifically in hematopoietic cells (but not in BM niche cells) after transplanting 5 × 10^5^ whole BM (CD45.2) from *Zeb1^fl/fl^;Mx1-Cre^+^* and *Zeb1^fl/fl^;Mx1-Cre^–^* along with 5 × 10^5^ whole BM (CD45.1) (supporting cells) into lethally irradiated recipients (CD45.1). Six weeks later, 6 doses of pIpC (every alternate day, 0.3 mg per dose) were i.p. injected to delete *Zeb1*. Mice were dissected at day 14 after the last dose of pIpC and analyzed. For cell-autonomous secondary transplantation, 5 × 10^5^ CD45.2 donor BM cells were sorted from control and *Zeb1^–/–^* primary recipients and mixed with competitor cells and retransplanted into lethally irradiated recipients.

For niche transplantation, 1 × 10^6^ total BM cells from WT CD45.1^+^ mice were transplanted into lethally irradiated *Zeb1^fl/fl^;Mx1-Cre^+^* and *Zeb1^fl/fl^;Mx1-Cr^–^* mice. Six weeks later, 6 doses of pIpC (every alternate day, 0.3 mg per dose) were i.p. injected to delete *Zeb1*. Mice were dissected at week 16 after the last dose of pIpC.

### Leukemia transformation assay.

1 × 10^6^ CD45.2^+^C-KIT^+^ cells were obtained from control and *Zeb1^fl/fl^;Mx1-Cre^–/+^* mice and cultured in IMDM 10% FBS supplemented with 40 ng/mL SCF, 20 ng/mL IL-3, and 20 ng/mL IL-6. The next day, the cells were transduced with retroviral vectors encoding Meis1a/Hoxa9 and MLL-AF9 using retronectin-coated plates (TaKaRa) as described previously (64, 66). After 72 hours, 5000 cells were plated in colony-forming units assay 1 (CFC1) using MethoCult M3231 (STEMCELL Technologies) semi-solid media for 6 days, and this process was repeated for up to 3 rounds of CFCs. At the end of CFC3, pre-LSCs were harvested and sorted according to C-KIT expression and transplanted into lethally irradiated primary recipients. Three weeks later, *Zeb1* was deleted after i.p. administration of pIpC (8 doses every alternate day, 0.3 mg per dose, GE Healthcare). Mice were monitored for AML development.

### RNA-Seq.

RNA from HSCs (LSK CD150^+^CD48^–^) and CLPs (LIN^–^ SCA-1^lo^C-KIT^lo^CD127^+^) from control and *Zeb1^–/–^* mice 14 days after the last dose of pIpC injection was extracted using the RNAeasy Micro Kit (QIAGEN). Total RNA quality and quantity were assessed using Agilent 2100 Bioanalyzer and the RNA Nano 6000 Kit (Agilent Technologies). The library was prepared using the NEB Ultra II Directional RNA Library Prep Kit for Illumina. The libraries then were sequenced using a 75 base paired end (2 × 75bp PE) dual index read format on the Illumina HiSeq4000 according to the manufacturer’s instructions. Further details on sequencing and bioinformatics were described previously (66).

The heatmap was created using Morpheus, an online tool, (Broad Institute). DEGs with an FDR of less than 0.05 were used for heatmaps. The biological pathway analysis was performed using BioCarta, KEGG, and Reactome pathway databases run on GSEA software (94) as well as IPA software (QIAGEN). IPA was used to create a prediction network of Zeb1 interactions with its target genes.

RNA-Seq for EPCAM^+^ and EPCAM^–^ from *Zeb1^–/–^* mice is described in Supplemental Methods.

All RNA-Seq data are available in the NCBI’s GEO database (GSE153664, GSE154615).

### AML patients bioinformatic analysis.

ZEB1 expression data were analyzed from a cohort of 2611 AML patients and 77 controls obtained from the GEO database (GSE14468, GSE22845, GSE10358, GSE12417, GSE13159, GSE14062, GSE15434, GSE16015, GSE38987, GSE22056, GSE33223, GSE17855, GSE15389) (95) and ArrayExpress (E-MTAB-3444) (96). R software was used to analyze and produce data. Data processing, normalization, and analysis were described previously (97).

### Statistics.

Figures were prepared using Prism (GraphPad Software). Statistical analyses were done using Mann-Whitney *U* test to calculate significance, which was defined as *P* < 0.05\.

### Study approval.

All animal experiments were performed according to protocols ratified by the UK Home Office and carried out at Cardiff University animal facility under project number 30/3380.

## Author contributions

A Almotiri designed and performed experiments, analyzed and interpreted data, prepared the figures, and contributed to writing the manuscript. HA contributed to experimental design, performed experiments, analyzed and interpreted data, analyzed RNA-Seq data, and reviewed the manuscript. JBMG contributed to experimental design, performed experiments, analyzed and interpreted data, and reviewed the manuscript. A Abdelfattah and BA performed experiments, analyzed data, and reviewed the manuscript. LS, A Greene, MG, A Gibbs, A Alsayari, ST, LAT, and DS performed experiments and contributed to data analysis. SE and PG performed bioinformatics analyses. MPS, SB, and TB contributed to experimental design and analysis and reviewed the manuscript. ASB and FAS contributed significantly to experimental design, data analysis and interpretation, and manuscript preparation. NPR conceived and supervised the project, designed experiments, analyzed and interpreted the data, and wrote the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
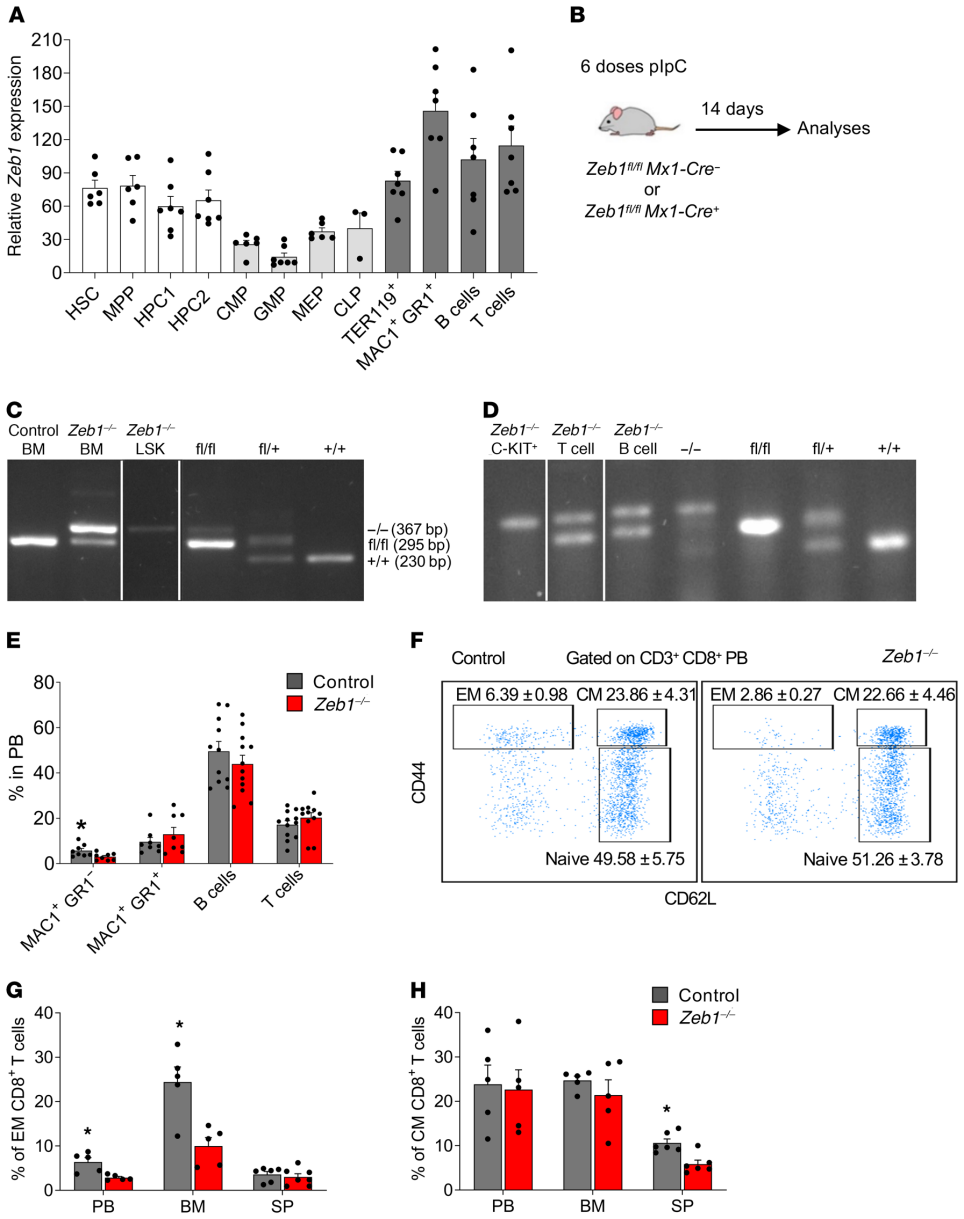
Loss of *Zeb1* affects effector and CM CD8^+^ T cells. (**A**) Q-PCR analysis of mRNA *Zeb1* expression in different hematopoietic populations (*n* = 6–7 except CLP *n* = 3). (**B**) Schematic of pIpC treatment to delete *Zeb1* in *Zeb1^fl/fl^;Mx1-Cre^–^* (control) and *Zeb1^fl/fl^;Mx1-Cre^+^* (*Zeb1^–/–^*) mice and analysis at day 14 after the last pIpC dose. (**C**) Representative gel electrophoresis analysis confirming *Zeb1* deletion in BM cells and LSK population 14 days after the last dose of pIpC. (**D**) Representative gel electrophoresis analysis of *Zeb1* deletion in BM C-KIT^+^ cells and spleen B (B220^+^) and T (CD3^+^) cells 14 days after the last dose of pIpC. (**E**) Frequency of differentiated cells in PB from control and *Zeb1^–/–^* mice 14 days after the last dose of pIpC from 4 independent experiments (*n* = 8–12 per group). (**F**) Gating strategy of naive, EM, and CM T cells using CD62L and CD44 markers along with T cell markers CD3, CD4, and CD8 in PB. Frequency of EM T cells (**G**) and CM T cells (**H**) within CD3^+^CD8^+^ T cells in PB, BM, and SP from control (*n* = 5 PB and BM, 6 SP) and *Zeb1^–/–^* (*n* = 5 PB and BM, 6–7 SP) mice from 2 independent experiments. Error bars show mean ± SEM. Mann-Whitney *U* test was used to calculate significance. *P < 0.05.

**Figure 2:**
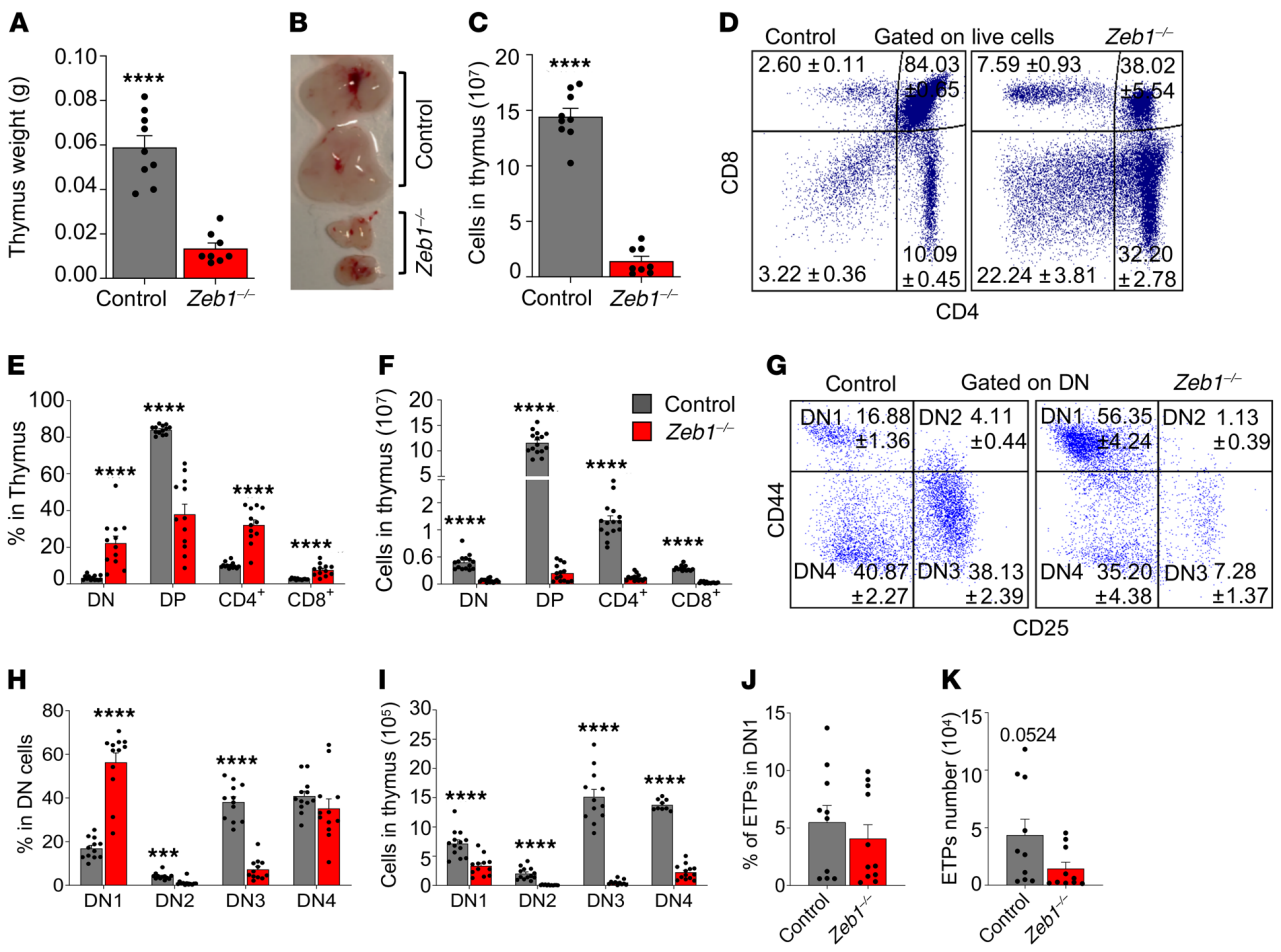
Loss of *Zeb1* results in T cell reduction in thymus associated with early differentiation defects in thymus. Thymus weight (**A**), representative photograph (**B**), and total thymus cellularity (**C**) from control (*n* = 9) and *Zeb1^–/–^* (*n* = 8) mice from 5 independent experiments at day 14 after the last pIpC dose. (**D**) Representative FACS plots of T cell analysis in thymus based on CD4 and CD8 cell-surface markers (DN: CD4^–^CD8^–^, DP: CD4^+^CD8^+^, CD4^+^, CD8^+^). (**E**) Frequency of T cell subsets in thymus from control (*n* = 13) and *Zeb1^–/–^* (*n* = 12) mice from 6 independent experiments at day 14 after the last pIpC dose. (**F**) Total cell count of T cell subsets in thymus from control (*n* = 14–15) and *Zeb1^–/–^* (*n* = 14–15) mice from 7 independent experiments at day 14 after the last pIpC dose. (**G**) Representative FACS plots showing gating strategy of early stages within CD4^+^CD8^+^ DN population using CD25 and CD44 (DN1: CD44^+^CD25^–^, DN2: CD44^+^CD25^+^, DN3: CD44^–^CD25^+^, DN4: CD44^–^CD25^–^) between control and *Zeb1^–/–^* at day 14 after the last pIpC dose. (**H**) Frequency of DN populations (DN1, DN2, DN3, DN4) in DN cells from control (*n* = 12) and *Zeb1^–/–^* (*n* = 12) mice from 5 independent experiments at day 14 after the last pIpC dose. (**I**) Total cell count of DN populations in thymus from control (*n* = 9-13) and *Zeb1^–/–^* (*n* = 11–13) mice from 4 independent experiments at day 14 after the last pIpC dose. (**J**) Frequency and (**K**) total count of ETPs (DN1 cKit^hi^) from control (*n* = 10) and *Zeb1^–/–^* (*n* = 10–11) mice from 4 independent experiments at day 14 after last pIpC dose. Error bars show mean ± SEM. Mann-Whitney *U* test was used to calculate significance. ***P < 0.001; ****P < 0.0001.

**Figure 3:**
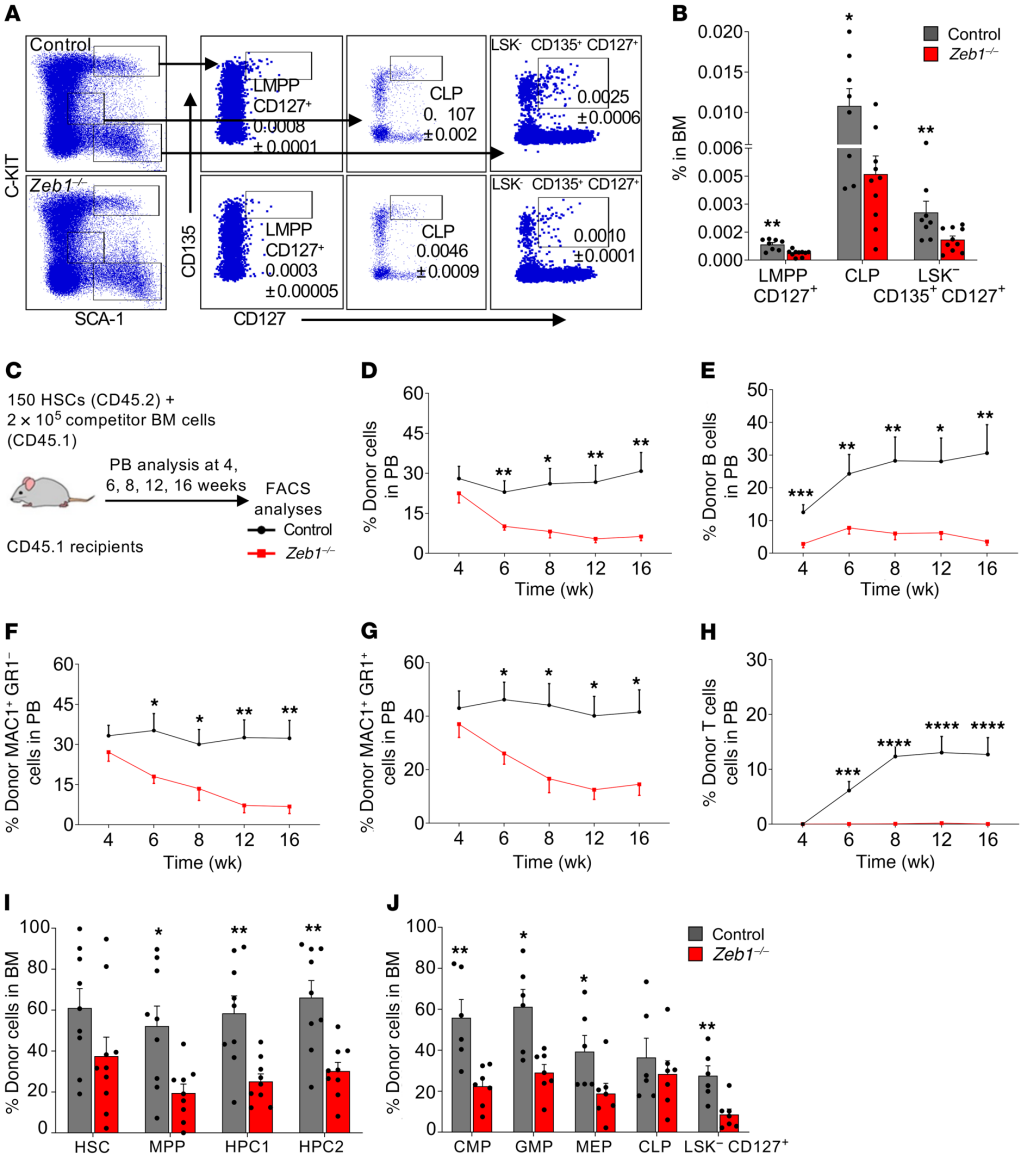
Loss of *Zeb1* results in a reduction of lymphoid progenitors in BM and a multilineage hematopoietic differentiation defect after HSC transplantation. (**A**) Representative FACS plots of the analysis of LMPP CD127^+^ (nonconventional LMPP: LSK CD135^+^CD127^+^), CLP (LIN^–^ SCA-1^lo^C-KIT^lo^CD135^+^CD127^+^), and LSK^–^CD127^+^CD135^+^ 14 days after the last dose of pIpC. (**B**) Frequency of LMPP CD127^+^, CLP, and LSK^–^CD 127^+^CD135^+^ in the BM from control (*n* = 8) and *Zeb1^–/–^* (*n* = 10) mice from 4 independent experiments at day 14 after the last pIpC dose. (**C**) Schematic of competitive HSC transplantation. 150 HSCs from control or *Zeb1^–/–^* mice (donor CD45.2) mixed with 2 × 10^5^ BM competitor cells (CD45.1) were transplanted into lethally irradiated recipients (CD45.1), and the mice were monitored by bleeding the tail vein at different time points until week 16. (**D**) Percentage of donor cells in PB at different time points after HSC transplantation from control (*n* = 10) and *Zeb1^–/–^* (*n* = 10) mice from 3 independent experiments. Analysis of PB donor contribution to B cells (B220^+^) (**E**), MAC1^+^GR1^–^ myeloid cells (**F**), MAC1^+^GR1^+^ myeloid cells (**G**), and T cells (CD4^+^CD8^+^) (**H**) from control (*n* = 10) and *Zeb1^–/–^* (*n* = 8–10) mice from 3 independent experiments. Donor contribution to BM HSPCs (**I**) (HSC: LSK CD150^+^CD48^–^, MPP: LSK CD150^–^CD48^–^, HPC1: LSK CD150^–^CD48^+^, HPC2: LSK CD150^+^CD48^+^) from control (*n* = 9) and *Zeb1^–/–^* (*n* = 9) from 3 independent experiments and BM committed progenitors (**J**) (CMP: LK CD34^+^CD16/32^–^, GMP: CD34^+^CD16/32^+^, MEP: CD34^–^CD16/32^–^, CLP: LIN^–^ SCA-1^lo^C-KIT^lo^CD127^+^, and LSK^–^CD127^+^ from control (*n* = 6) and *Zeb1^–/–^* (*n* = 7) from 2 independent experiments. Error bars show mean ± SEM. Mann-Whitney *U* test was used to calculate significance. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 4:**
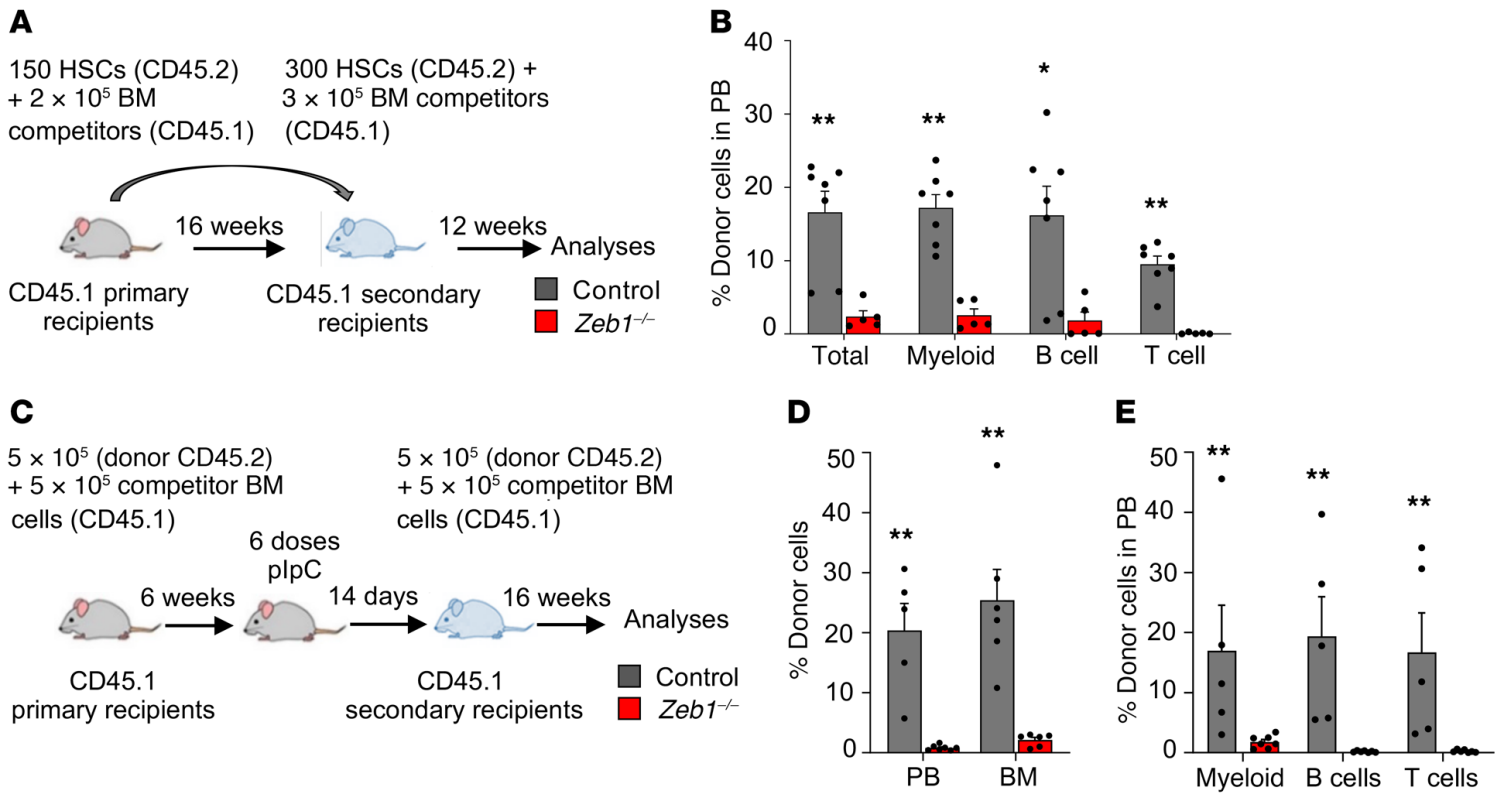
*Zeb1* regulates HSC self-renewal and differentiation in a cell-autonomous manner. (**A**) Schematic of secondary HSC transplantation. 300 CD45.2^+^ HSCs from primary recipients from control or *Zeb1^–/–^* mice mixed with 3 × 10^5^ BM competitor cells (CD45.1) were transplanted into lethally irradiated recipients (CD45.1), and the mice were analyzed at week 12. (**B**) Percentage of donor cells in PB and donor contribution to myeloid (MAC1^+^), B (B220^+^), and T (CD4^+^/CD8^+^) cells at week 12 after secondary HSC transplantation from control (*n* = 7) and *Zeb1^–/–^* (*n* = 5) from 2 independent experiments. (**C**) Schematic of the secondary total BM transplantation in cell-autonomous manner. 5 × 10^5^ CD45.2^+^ BM cells from primary recipients 14 days after the last pIpC dose from control or *Zeb1^–/–^* mice mixed with 5 × 10^5^ BM competitor cells (CD45.1) were transplanted into lethally irradiated recipients (CD45.1), and the mice were analyzed at week 16. (**D**) Percentage of donor cells in PB and BM at week 16 after secondary cell autonomous total BM transplantation from control (PB *n* = 5, BM = 6) and *Zeb1^–/–^* (PB *n* = 7, BM = 6) mice from 1 experiment. (**E**) Donor contribution to PB MAC1^+^ myeloid cells, B220^+^ B cells, and CD4^+^/CD8^+^ T cells at week 16 after secondary cell-autonomous total BM transplantation from control (*n* = 5) and *Zeb1^–/–^* (*n* = 7) mice from 1 experiment. Error bars show mean ± SEM. Mann-Whitney *U* test was used to calculate significance. *P < 0.05; **P < 0.01.

**Figure 5:**
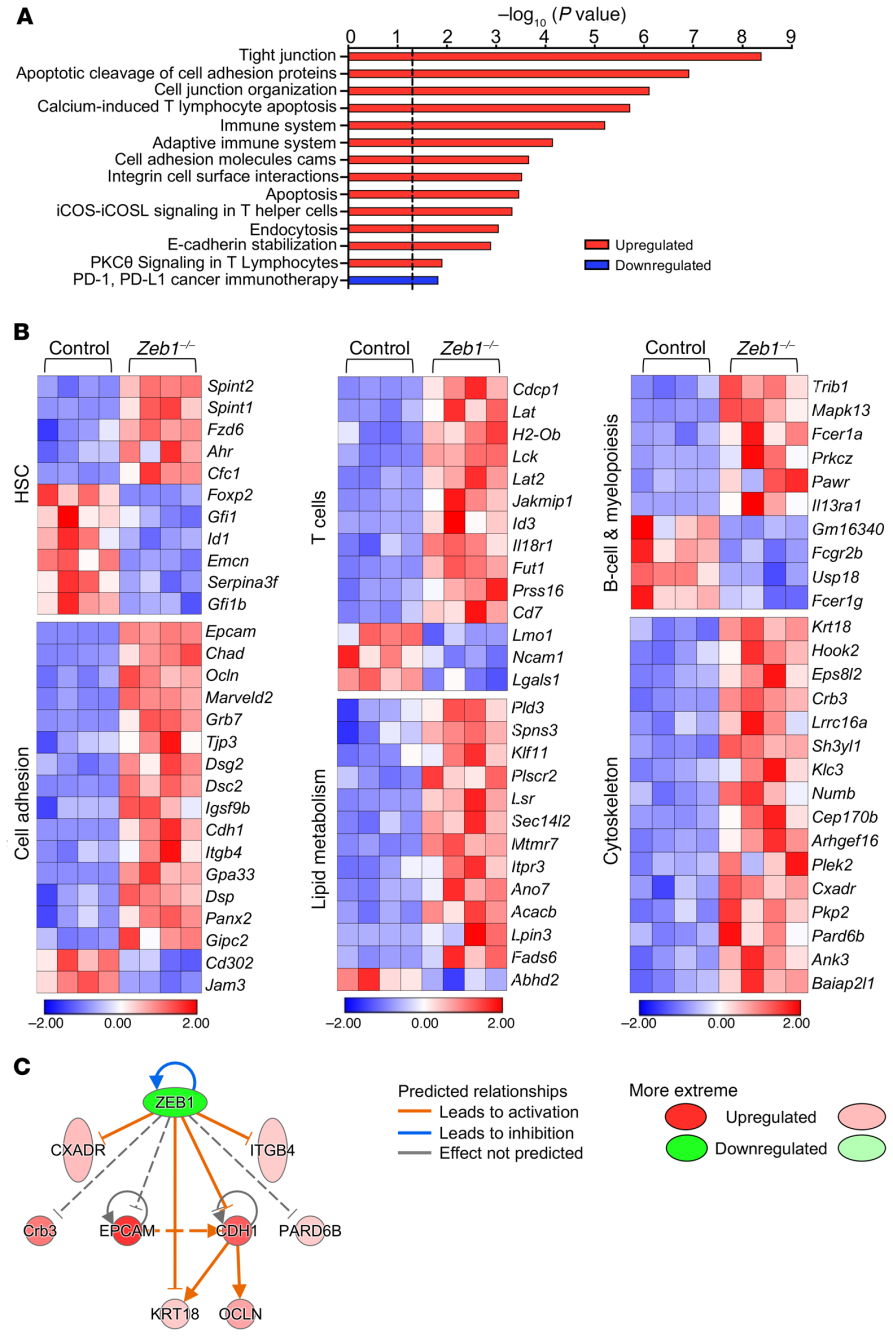
*Zeb1^–/–^* HSCs display deregulation of hematopoietic function and cell polarity transcriptional programming. RNA-Seq was performed in sorted control and *Zeb1^–/–^* HSCs (LSK CD150^+^CD48^–^) 14 days after last pIpC dose (*n* = 4 for each genotype). (**A**) Biological pathway analysis shows the top enriched pathways in *Zeb1^–/–^* HSCs compared with control. Data are shown as –log_10_ (*P* value), and the dashed black line indicates *P* value of 0.05. (**B**) Heatmaps of the DEGs after *Zeb1* deletion related to HSC function, T cells, and B cells as well as cytoskeleton, lipid metabolism, and cell adhesion. Heatmap scale represents *z* score. (**C**) A network of *Zeb1* interaction with several target genes related to polarity, cytoskeleton, and cell adhesion using IPA software. Due to their confirmed binding to ZEB1 in the literature, Epcam, Pard6b, and Crb3 were added manually.

**Figure 6:**
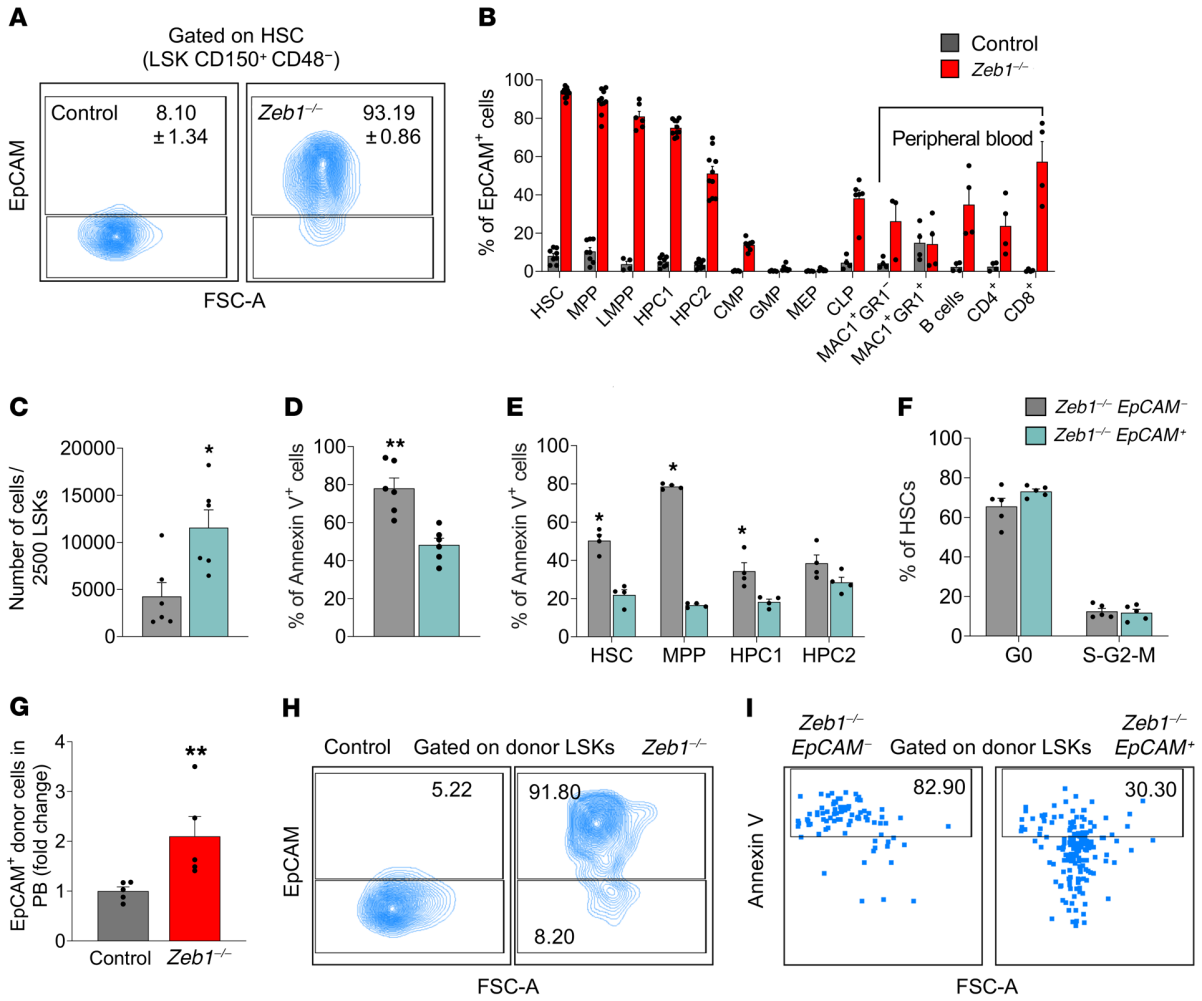
Increased EpCAM expression confers survival advantage and differentiation block in *Zeb1^–/–^* HSCs. (**A**) Representative flow cytometry plots of EpCAM expression in HSCs 14 days after pIpC injection. (**B**) Analysis of EpCAM expression in BM subpopulations and PB mature cells 14 days after pIpC injection from control (*n* = 8 for HSC, MPP, HPC1, and HPC2; *n* = 4 for LMPP, CLP and mature PB populations; *n* = 5 for CMP, GMP, and MEP) and *Zeb1^–/–^* (*n* = 10 for HSC, MPP, HPC1, and HPC2; *n* = 6 for LMPP and CLP; *n*= 4 for mature PB populations except MAC1^+^GR1^–^ n = 3; n = 7 for CMP, GMP, and MEP). (**C**) Cell number after culturing 2500 LSKs from *Zeb1^–/–^ EpCAM^–^* (*n* = 6) and *Zeb1^–/–^ EpCAM^+^* (*n* = 6) from 3 independent experiments. (**D**) Analysis of apoptosis in LSKs after culture from *Zeb1^–/–^ EpCAM^–^* (*n* = 6) and *Zeb1^–/–^ EpCAM^+^* (*n* = 6) from 3 independent experiments. (**E**) Analysis of apoptosis in fresh BM HSPCs 14 days after pIpC injection from *Zeb1^–/–^ EpCAM^–^* (*n* = 4) and *Zeb1^–/–^ EpCAM^+^* (*n* = 4) from 2 independent experiments. (**F**) Cell cycle analysis of HSCs using Ki67 and DAPI 14 days after pIpC injection from *Zeb1^–/–^ EpCAM^–^* (*n* = 5) and *Zeb1^–/–^ EpCAM^+^* (*n* = 5) from 1 experiment. (**G**) Analysis of EpCAM expression in donor PB at week 16 after primary HSC transplantation from control (*n* = 5) and *Zeb1^–/–^* (*n* = 5) from 1 experiment represented as fold change. (**H**) Representative FACS plots of the analysis of EpCAM expression in LSKs 16 weeks after primary HSC transplantation from control (*n* = 2) and *Zeb1^–/–^* (*n* = 1) from 1 experiment. (**I**) Representative FACS plots of the analysis of apoptosis using annexin V in EpCAM-negative and -positive fractions within donor LSKs 16 weeks after primary HSC transplantation from control (*n* = 2) and *Zeb1^–/–^* (*n* = 1) from 1 experiment. Error bars show mean ± SEM. Mann-Whitney *U* test was used to calculate significance. *P < 0.05; **P < 0.01.

**Figure 7:**
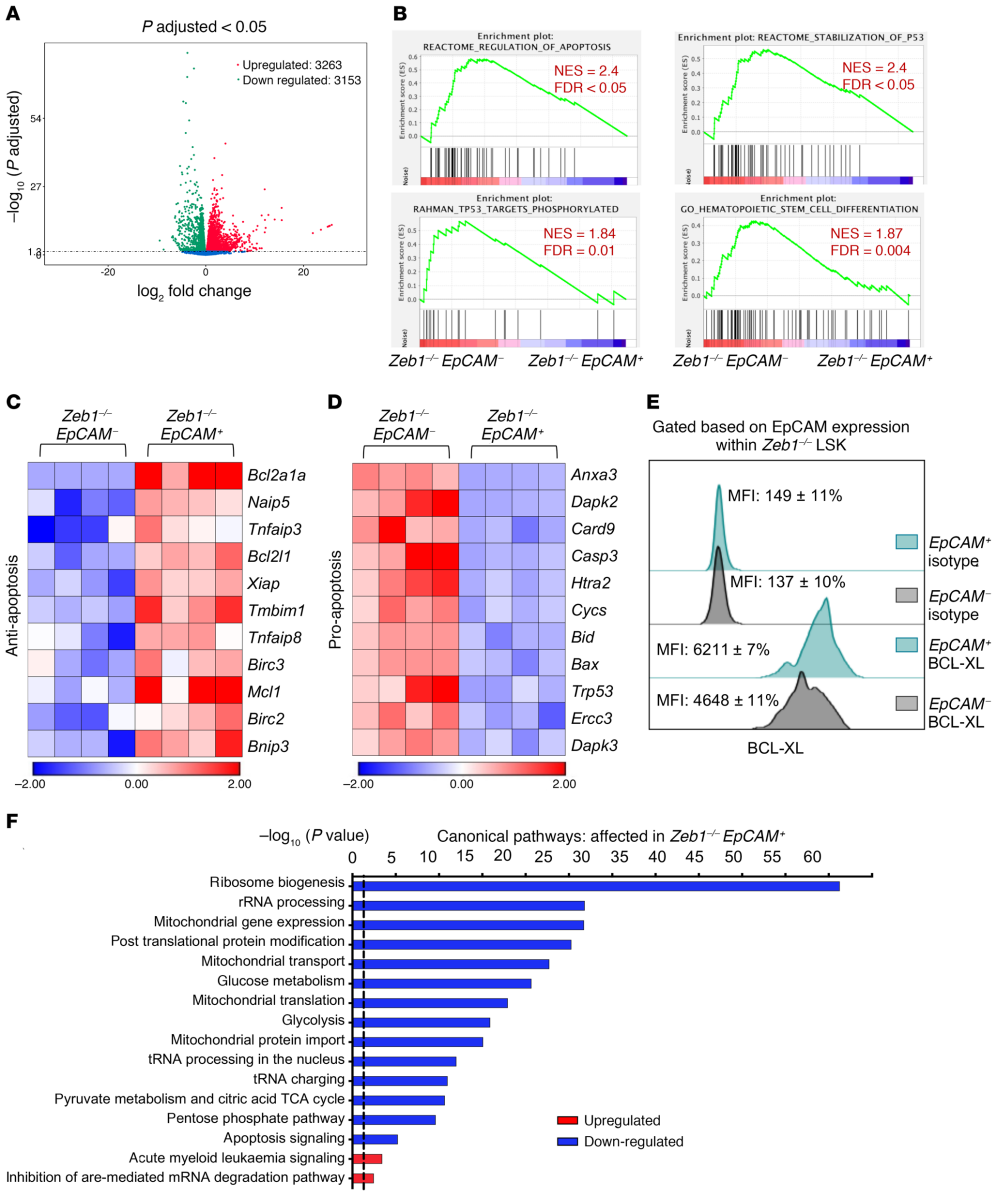
*Zeb1^–/–^ EpCAM^+^* HSPCs display enhanced cell survival and diminished mitochondrial metabolism, RNA biogenesis, and differentiation transcriptional signatures. (**A**) Volcano plot showing the relationship between magnitude of gene expression change (log_2_ of fold-change; *x* axis) and statistical significance of this change (–log_10_ of adjusted *P* value; *y* axis) in a comparison of *Zeb1^–/–^ EpCAM^+^* to *Zeb1^–/–^ EpCAM*^–^ LSK cells. Colored points represent DEGs (cutoff FDR < 0.05) that are either overexpressed (red) or underexpressed (green) in *Zeb1^–/–^* *EpCAM^+^* compared with *Zeb1^–/–^ EpCAM^–^*. (**B**) GSEA plots of regulation of apoptosis, stabilization of P53, TP53 targets phosphorylated, and HSC differentiation. Heatmaps of the DEGs within *EpCAM^+^* and *EpCAM^–^* LSK after *Zeb1* deletion related to antiapoptosis (**C**) and proapoptosis (**D**). (**E**) Representative histogram of BCL-XL levels in EpCAM fractions within *Zeb1^–/–^* LSK. (**F**) Canonical pathways that were mostly enriched in *Zeb1^–/–^ EpCAM^+^* LSK cells derived from the IPA, BioCarta, KEGG, PID, and Reactome pathway databases. Data are shown as –log_10_ (*P* value), and the dashed black line indicates *P* value of 0.05. Analysis was performed using the GSEA software and IPA.

**Figure 8:**
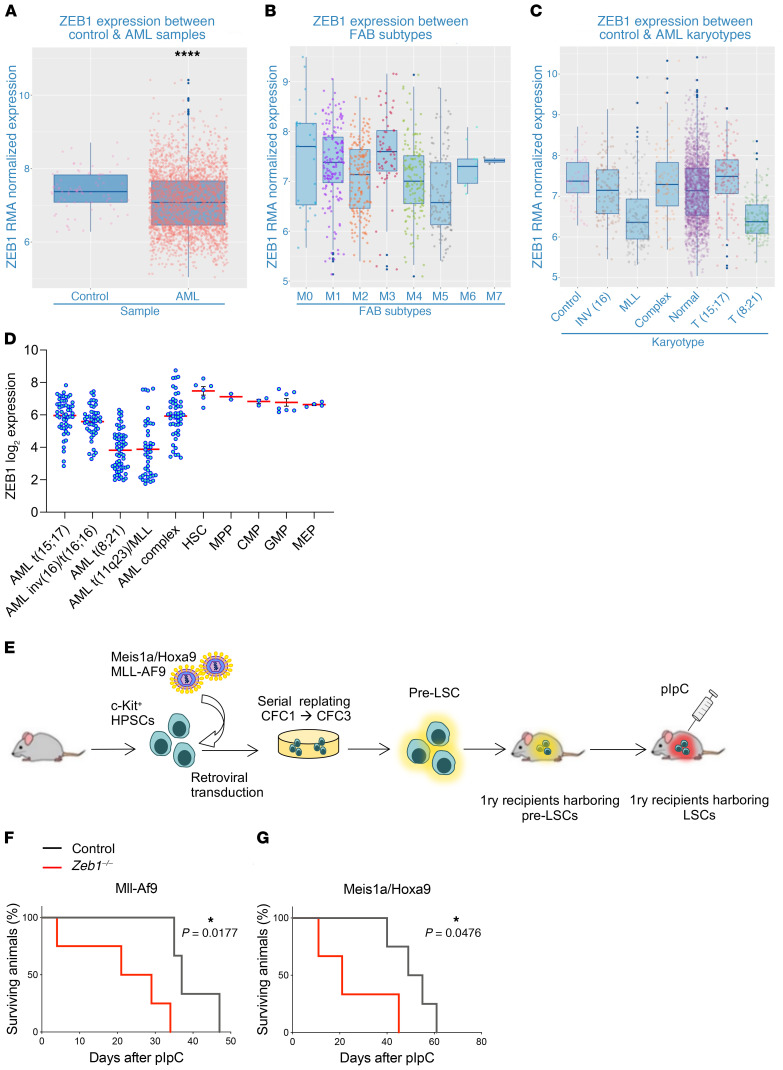
*Zeb1* is downregulated in AML patient samples and acts as a tumor suppressor in MLL-AF9 and Meis1a/Hoxa9-driven AML. (**A**–**C**) ZEB1 RMA–normalized expression from combined published data sets in (**A**) control and AML, (**B**) across FAB subtypes and, (**C**) karyotypes. (**D**) ZEB1 log_2_ expression data in human HSPC and AML karyotypes. Data from BloodSpot. Error bars show mean ± SEM. Student’s *t* test was used unless otherwise indicated. ****P < 0.0001. (**E**) C-KIT^+^ cells from control and *Zeb1^fl/fl^;Mx1-Cre^+^* mice were transduced with retroviruses expressing MLL-AF9 or Meis1a/Hoxa9 oncogenes and plated into CFC assays. After CFC3 (6 days each CFC), pre-LSCs (CD45.2^+^C-KIT^+^) were sorted and transplanted into lethally irradiated recipients together with CD45.1^+^ unfractionated BM cells. Three weeks later, mice were administered pIpC to induce gene deletion and monitored for AML development. (**F** and **G**) Kaplan-Meier survival curve of primary recipients transplanted with (**F**) MLL-AF9 (*n* = 4) or (**G**) Meis1a/Hoxa9 (*n* = 4) pre-LSCs. Mantel-Cox test. *P < 0.05.

# Supplementary material for: Zeb1 modulates hematopoietic stem cell fates required for suppressing acute myeloid leukemia
**Source:** J Clin Invest. 2021 Jan 4;131(1):e129115. doi: 10.1172/JCI129115

## **Supplemental Information for**

### ***Zeb1 modulates hematopoietic stem cell fates required for suppressing acute myeloid leukemia***

Alhomidi Almotiri, Hamed Alzahrani, Juan Bautista Menendez-Gonzalez, Ali Abdelfattah, Badi Alotaibi, Lubaid Saleh, Adelle Greene, Mia Georgiou, Alex Gibbs, Amani Alsayari, Sarab Taha, Leigh-Anne Thomas, Dhruv Shah, Sarah Edkins, Peter Giles, Marc P. Stemmler, Simone Brabletz, Thomas Brabletz, Ashleigh S. Boyd, Florian Siebzehnrubl and Neil P. Rodrigues

**Table 1. Antibodies used for flow cytometry analysis.**

|                                        | Antigen                                                                       | Clone                    | Reactivity               | Fluorochrome        | Dilution                                                             | Manufacturer            |
|----------------------------------------|-------------------------------------------------------------------------------|--------------------------|--------------------------|---------------------|----------------------------------------------------------------------|-------------------------|
| <b>HSPCs and committed progenitors</b> | Pool of lineage <sup>+</sup> markers: CD3, CD4, CD8a, B220, MAC1, GR1, Ter119 | Shown below individually | Shown below individually | Biotin              | CD3 and CD8:1/40, B220 and GR1:1/20, CD4:1/80, MAC1:1/10, Ter119:1/5 | Biolegend, eBiosciences |
|                                        | SCA-1                                                                         | D7                       | mouse                    | APC-Cy7, PE         | 1/25                                                                 | Biolegend               |
|                                        | C-KIT                                                                         | 2B8                      | mouse                    | APC, PE             | 1/100                                                                | Biolegend               |
|                                        | CD150                                                                         | TC15-12F12.2             | mouse                    | PE-Cy7              | 1/100                                                                | Biolegend               |
|                                        | CD48                                                                          | HM48-1                   | mouse                    | FITC                | 1/50                                                                 | Biolegend               |
|                                        | CD135 (Flt3)                                                                  | A2F10                    | mouse                    | PE                  | 1/50                                                                 | Biolegend               |
|                                        | CD34                                                                          | RAM34                    | mouse                    | FITC                | 1/25                                                                 | ebiosciences            |
|                                        | CD16/32                                                                       | 93                       | mouse                    | PE-Cy7              | 1/25                                                                 | Biolegend               |
|                                        | CD127 (IL-7 $\alpha$ )                                                        | A7R34                    | mouse                    | BV650, PE           | 1/100                                                                | Biolegend               |
| <b>Erythroid lineage</b>               | Ter119                                                                        | TER-119                  | mouse                    | APC-Cy7             | 1/1000                                                               | Biolegend               |
| <b>T cell panel</b>                    | CD3                                                                           | 17A2                     | mouse                    | APC, FITC           | 1/1000                                                               | Biolegend               |
|                                        | CD4                                                                           | GK1.5                    | mouse                    | PE, PerCP           | 1/1000                                                               | Biolegend               |
|                                        | CD8a                                                                          | 53-6.7                   | mouse                    | APC-Cy7             | 1/1000                                                               | Biolegend               |
|                                        | CD44                                                                          | IM7                      | Mouse/ human             | APC                 | 1/1000                                                               | Biolegend               |
|                                        | CD25                                                                          | PC61                     | mouse                    | PerCP               | 1/1000                                                               | Biolegend               |
|                                        | CD62L                                                                         | MEL-14                   | mouse                    | PE-Cy7              | 1/1000                                                               | Biolegend               |
| <b>Myeloid cells</b>                   | CD11b (MAC1)                                                                  | M1/70                    | Mouse / human            | APC                 | 1/1000                                                               | Biolegend               |
|                                        | GR1                                                                           | RB6-8C5                  | mouse                    | FITC, PE-Cy7        | 1/1000                                                               | Biolegend               |
| <b>B cells</b>                         | B220/CD45R                                                                    | RA3-6B2                  | Mouse / human            | FITC, APC           | 1/1000                                                               | Biolegend               |
| <b>Donor/recipient cell staining</b>   | CD45.1                                                                        | A20                      | mouse                    | BV510, BV650, APC   | 1/500                                                                | Biolegend               |
|                                        | CD45.2                                                                        | 104                      | mouse                    | BV510, PE, APC-Cy7  | 1/500                                                                | Biolegend               |
| <b>Cell adhesion molecules</b>         | EpCAM (CD326)                                                                 | G8.8                     | mouse                    | BV711               | 1/50                                                                 | Biolegend               |
|                                        | E-Cadherin (CD324)                                                            | DECMA-1                  | Mouse/ human             | PE                  | 1/50                                                                 | Biolegend               |
|                                        | ITGB4 (CD104)                                                                 | 346-11A                  | mouse                    | BV711               | 1/50                                                                 | BDbiosciences           |
| <b>Apoptosis</b>                       | BCL-XL                                                                        | 54H6                     | mouse                    | PE                  | 1/100                                                                | Cell signaling          |
|                                        | Annexin V                                                                     | NA                       | All mammalian            | APC, PE             | 1/25                                                                 | Biolegend               |
|                                        | Ki-67                                                                         | 16A8                     | mouse                    | APC, PE             | 1/25                                                                 | Biolegend               |
|                                        | Fc Block                                                                      | 93                       | mouse                    | NA                  | 1/100                                                                | Biolegend               |
|                                        | Streptavidin                                                                  | NA                       | Mouse / human            | Pacific blue, PerCP | 1/100                                                                | Biolegend, ebiosciences |

## **Zeb1 genotyping**

Genomic DNA was isolated from PB, BM and spleen cells from control and *Zeb1*<sup>-/-</sup> mice using Isolate II Genomic DNA Kit (Bioline) according to the manufacture instructions. The PCR was performed on T100TM Thermal Cycler (Bio-Rad) at the following conditions: for *Zeb1*: volume 25 µL, 95 °C for 5 min, 95 °C for 30 sec, 64 °C for 45 sec, 72 °C for 1 min 39x, 72 °C for 5 min, and 10 °C for ∞; for *Cre*: volume 25 µL, 95 °C for 3 min, 94 °C for 30 sec, 55 °C for 30 sec, 72 °C for 1 min 30x, 72 °C for 5 min, and 10 °C for ∞. The primers that were used were: *Zeb1fl* forward 5'-CGTGATGGAGCCAGAATCTGACCCC-3'; *Zeb1fl* reverse 5'-GCCCTGTCTTTCTCAGCAGTGTGG-3'; *Zeb1* excised reverse 5'-GCCATCTCACCAGCCCTTACTGTGC-3'; Generic *Cre* forward 5'-TGACCGTACACCAAATTTG-3'; Generic *Cre* reverse 5'-ATTGGCCCTGTTTCACTATC-3'.

## **Liquid culture assay**

2500 LSKs from *Zeb1*<sup>-/-</sup> *EpCAM*<sup>-</sup> and *Zeb1*<sup>-/-</sup> *EpCAM*<sup>+</sup> were sorted. The cells were grown in IMDM liquid culture containing SCF (100 ng/ml), FLT3 (100 ng/ml), and TPO (50 ng/ml) (PEPROTECH) and incubated at 37C for 5 days.

## **Homing assay**

1X10<sup>7</sup> unfractionated BM cells from *Zeb1*<sup>-/-</sup> and control mice were transplanted into lethally irradiated mice (CD45.1). 18 hours later, mice were dissected and the BM cells were stained for CD45.1 and CD45.2. The frequency of CD45.2 was analyzed using flow cytometry in BM, spleen, and thymus.

## **RNA extraction, cDNA Synthesis, and RT-qPCR**

For *Zeb1* expression analysis, hematopoietic cells from the bone marrow of 8-12 week old C57/BL6 mice were sorted. RNA extraction from hematopoietic cells was done using RNeasy Micro Kit (Qiagen) according to the manufacturer's instructions. The concentration of extracted RNA was assessed by NanoDrop 2000 Spectrophotometer (Thermo Scientific). Synthesis of cDNA was performed using the Cloned AMV First-Strand cDNA Synthesis Kit (Invitrogen) by T100™ Thermal Cycler (Bio-RAD). To analyze the expression of *Zeb1*, Taqman® Universal Master Mix II (Applied Biosystems) was used and analysis was performed on QuantStudio® 7 Flex Real-Time PCR System (Applied Biosystems). Gene expression was normalized using the housekeeping gene *Hprt*. Three biological replicates were performed on each cell population for both the reference (*Hprt*: Mm00446968\_m1) and target (*Zeb1*: Mm00495564\_m1) genes.

### **RNA Sequencing for EpCAM fractions within *Zeb1*<sup>-/-</sup> LSK**

Total RNA was isolated from *EpCAM*<sup>+</sup> and *EpCAM*<sup>-</sup> *Zeb1*<sup>-/-</sup> LSK cells 14 days after the last dose of plpC (n= 4 mice per genotype) using the RNeasy Mini Kit™ (Qiagen) according to the manufacturer's instructions. Total RNA stored in RNase-free water was amplified using SMART-Seq™ v4 Ultra™ Low Input RNA Kit for Sequencing (Takara Bio USA, Inc., Mountain View, USA) with the double strand cDNA (ds-cDNA) being synthesized. Then, ds-cDNA is purified with AMPure XP beads and quantified with Qubit (Life Technologies™). For library preparation, 1 ng cDNA per sample was used as input to construct 250~300 bp insert cDNA libraries using NEBNext® Ultra™ RNA Library Prep Kit (New England Biolabs, Ipswich, USA) following the manufacturer's recommendations. Libraries were sequenced by Novogene, as 150-bp paired-end reads on an Illumina Novaseq 6000 platform.

The quality of raw reads was first assessed using an in-house script. Clean reads were obtained for future analysis after removing reads with low quality, adapter sequences and those sequences containing multiple 'N' bases. Reads were aligned to the mouse genome

(*Mus\_musculus*, GRCm38.p6) with STAR (v2.6.1d). The read numbers mapped to each gene was quantified with FeatureCounts (v1.5.0-p3). Fragments Per Kilobase of transcript per Million mapped reads (FPKM) of each gene was calculated based on gene length and mapped read counts. Differential gene expression analysis was performed using the DESeq2 package (v1.20.0) for samples with bio-replicate. Resulting *P* values were adjusted using the Benjamini and Hochberg approach to control the false discovery rate (FDR, adjusted *P* value). Genes with an adjusted *P* < 0.05 were deemed differentially expressed. The heatmap was created using Morpheus, an online tool, (Broad Institute). Differentially expressed genes (DEGs) according to FDR <0.05 were used for heatmaps. The biological pathway analysis was performed using BioCarta, KEGG and Reactome pathway databases run on GSEA software (1) as well as Ingenuity Pathway Analysis software (IPA) (QIAGEN Inc., <https://www.qiagenbioinformatics.com/products/ingenuity-pathwayanalysis>). IPA was used to create the interaction network of anti- and pro-apoptosis genes in HSPCs. Data can be accessed at the GEO (GSE154615).

## Supplemental References

1. Liberzon A, Subramanian A, Pinchback R, Thorvaldsdottir H, Tamayo P, and Mesirov JP. Molecular signatures database (MSigDB) 3.0. *Bioinformatics*. 2011;27(12):1739-40.

## Supplemental Figure 1

**Supplemental Figure 1.** (A) Analysis of total cells from BM (n= 13 control and 12 *Zeb1*<sup>-/-</sup>) and spleen (n= 6 control and *Zeb1*<sup>-/-</sup>) as well as spleen weight (n= 8 control and *Zeb1*<sup>-/-</sup>) from control and *Zeb1*<sup>-/-</sup> mice 14 days after the last dose of plpC from 4 independent experiments. (B) The frequency of differentiated cells in BM from control and *Zeb1*<sup>-/-</sup> mice 14 days after the last dose of plpC from 4 independent experiments (n= 8-12 per genotype). (C) A representative histogram showing the gating of Annexin V analysis in DP thymus cells and the analysis of the frequency of Annexin V<sup>+</sup> T cells in thymus from control (n=8) and *Zeb1*<sup>-/-</sup> (n=8) from 4 independent experiments at D14 after the last plpC dose. (D) A representative histogram showing the gating of Annexin V analysis in DN3 thymus cells and the analysis of the frequency of Annexin V<sup>+</sup> in DN1-4 populations in thymus from control (n=7) and *Zeb1*<sup>-/-</sup> (n=6) from 3 independent experiments at D14 after the last plpC dose. Error bars show mean  $\pm$  SEM. Mann-Whitney U test was used to calculate significance as follows: \*P < .05, \*\*P < .01, \*\*\*P < .001, \*\*\*\*P < 0.0001.

Supplemental Figure 1

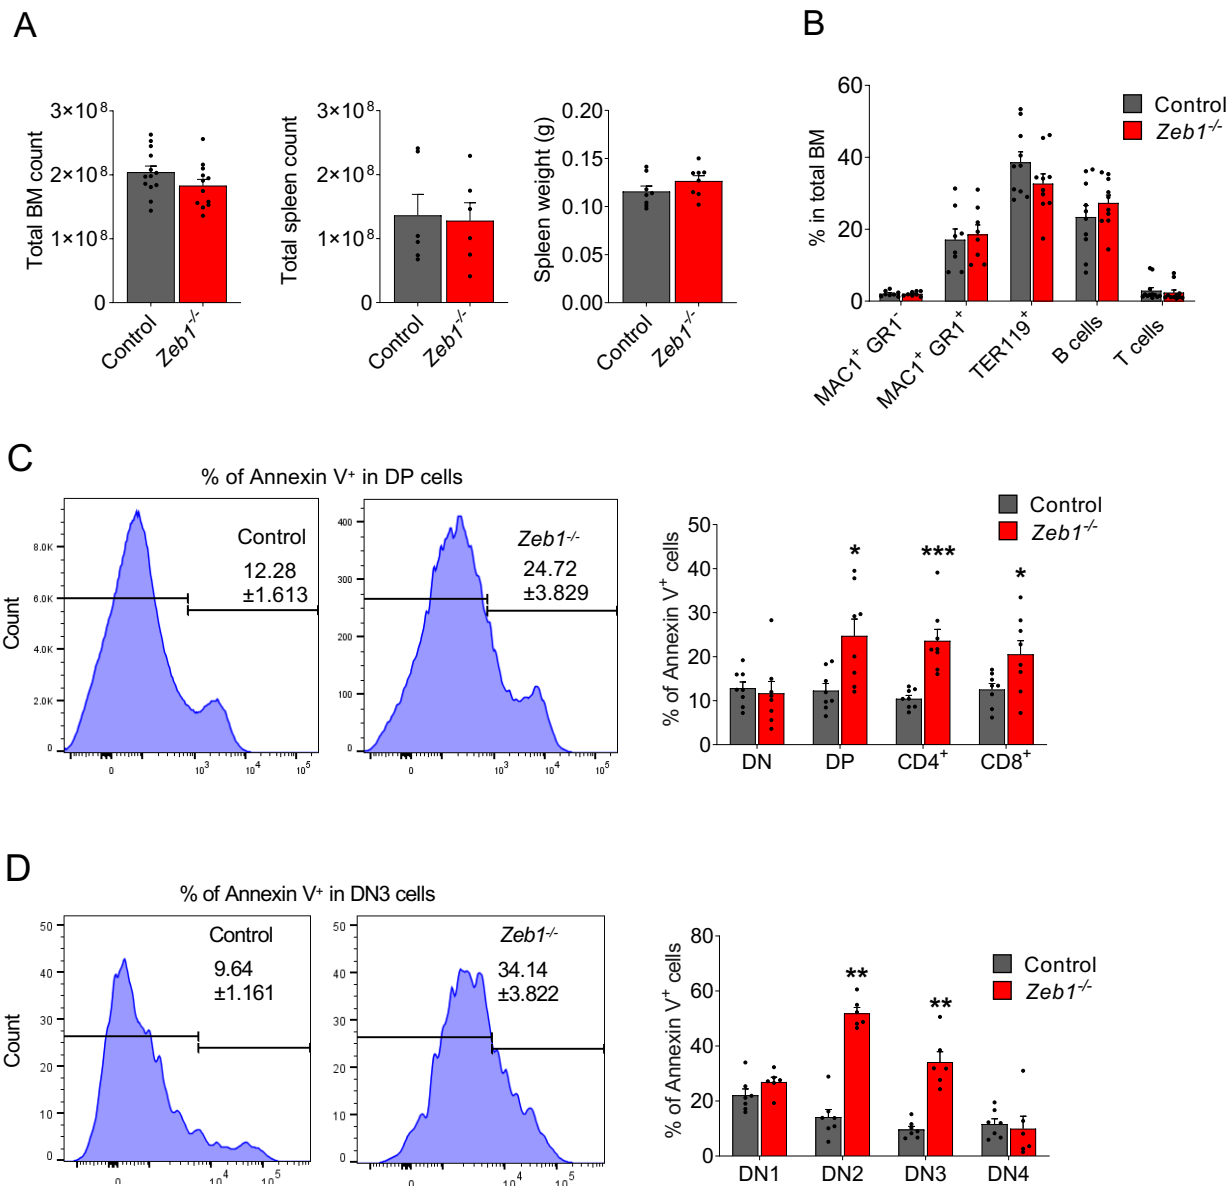

## Supplemental Figure 2

**Supplemental Figure 2.** (A) A scheme of the cell autonomous transplant to assess the effect of *Zeb1* loss in hematopoietic cells but not in niche cells.  $5 \times 10^5$  BM cells from *Zeb1<sup>fl/fl</sup> Mx1-Cre<sup>-/-</sup>* or *Zeb1<sup>fl/fl</sup> Mx1-Cre<sup>+/-</sup>* (CD45.2) +  $5 \times 10^5$  competitor BM cells (CD45.1) were transplanted into lethally irradiated recipients (CD45.1), then six weeks later mice were injected with plpC to delete *Zeb1* and analysed at 14 days after the last dose of plpC. The percentage of donor cells in thymus (B) and donor contribution to T cell populations in thymus (C) from control (n=10) and *Zeb1<sup>-/-</sup>* (n=14) mice from 3 independent experiments via cell autonomous manner. (D) Donor contribution to DN populations (DN1, DN2, DN3, DN4) and ETPs in thymus from control (n= 8 except DN2=7) and *Zeb1<sup>-/-</sup>* (n=12 except DN2=6) mice from 2 independent experiments via cell autonomous manner. (E) Donor contribution to T cells in peripheral blood (PB), bone marrow (BM), and spleen from control (n=10-11) and *Zeb1<sup>-/-</sup>* (n=11-12) mice from 2 independent experiments via cell autonomous manner. (F) Representative gel electrophoresis confirming *Zeb1* deletion in BM cells 14 days after the last dose of plpC in the cell autonomous experiment. (G) The frequency of EM T cells within PB CD45.2<sup>+</sup> CD3<sup>+</sup> CD8<sup>+</sup> T cells via cell autonomous manner from control (n= 5) and *Zeb1<sup>-/-</sup>* (n= 5) mice 14 days after the last dose of plpC from one experiment. Error bars show mean  $\pm$  SEM. Mann-Whitney U test was used to calculate significance as follows: \*P < .05, \*\*P < .01, \*\*\*P < .001, \*\*\*\*P < 0.0001.

Supplemental Figure 2

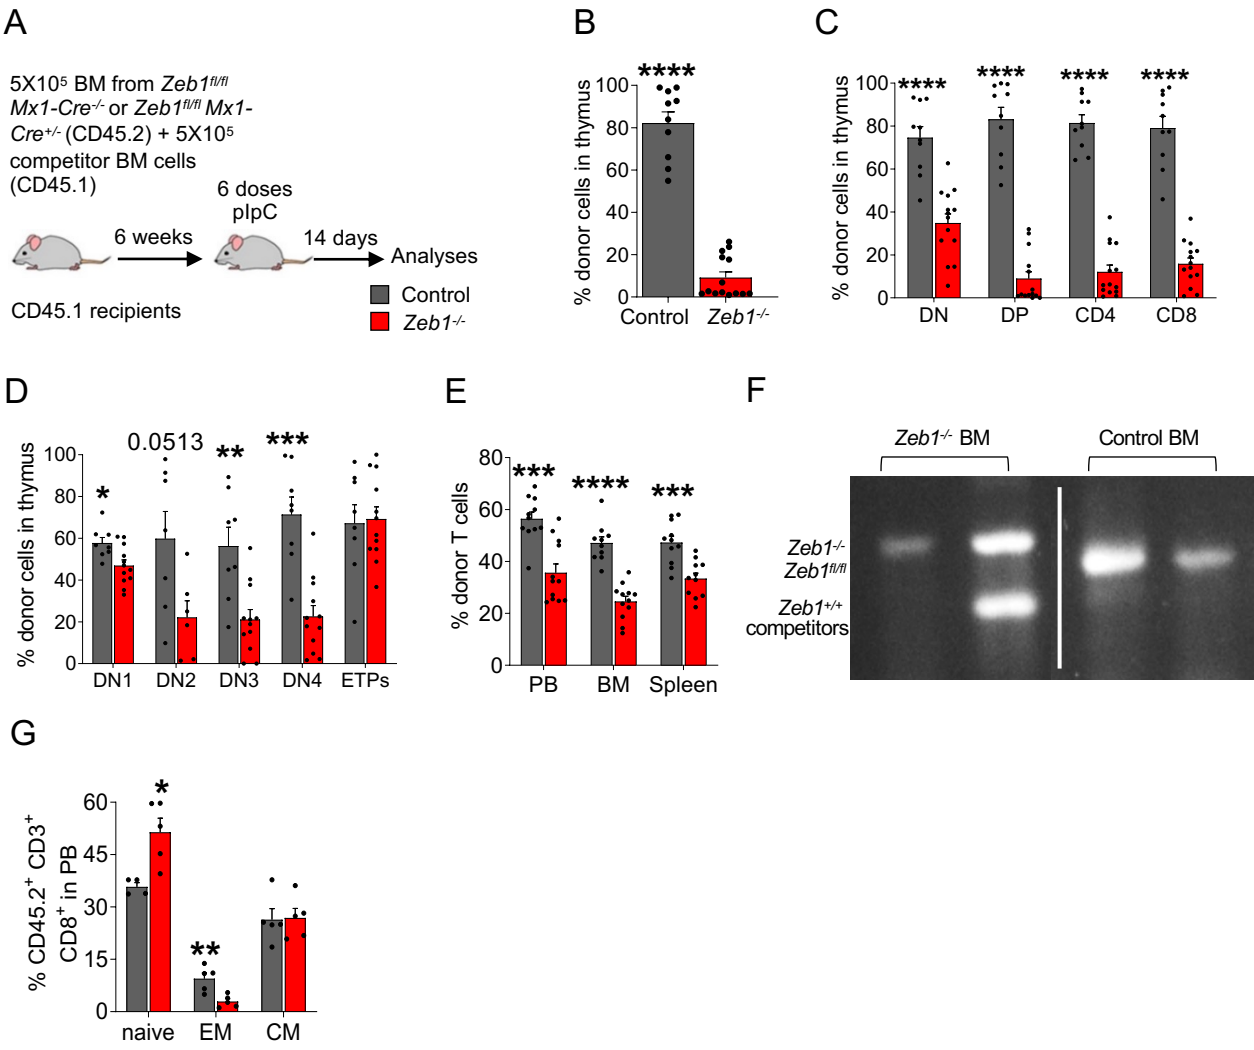

## Supplemental Figure 3

**Supplemental Figure 3.** (A) The frequency of conventional LMPP (LSK CD34<sup>+</sup> CD135<sup>high</sup>) in BM from control (n=8) and *Zeb1*<sup>-/-</sup> (n=10) mice 14 days after the last dose of plpC from 4 independent experiments. The frequency of HSPCs (B) and committed progenitors (C) in BM from control and *Zeb1*<sup>-/-</sup> mice 14 days after the last dose of plpC from 3-4 independent experiments (n= 13-14 for HSPCs and n= 6 for committed progenitors). Error bars show mean  $\pm$  SEM. Mann-Whitney U test was used to calculate significance as follows: \*P < .05, \*\*P < .01, \*\*\*P < .001, \*\*\*\*P < 0.0001.

Supplemental Figure 3

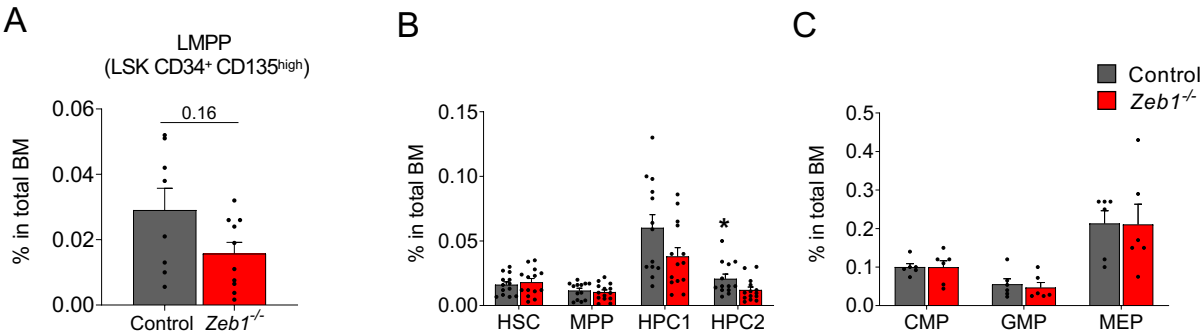

## Supplemental Figure 4

**Supplemental Figure 4.** (A) Schema of homing experiment.  $7 \times 10^6$  BM cells from control and *Zeb1*<sup>-/-</sup> mice were transplanted into lethally irradiated mice then 18 hours later, the mice were dissected and homing to the BM cells was checked by flow cytometry. (B) The percentage of donor cells in BM and LSK population 18 hours after BM transplantation from control (n=8 for BM, n=3 for LSK) and *Zeb1*<sup>-/-</sup> (n=6 for BM, n=2 for LSK) mice. (C) The percentage of donor cells in spleen and thymus 18 hours after BM transplantation from control (n=7-8) and *Zeb1*<sup>-/-</sup> (n=5). (D) Schema of the experiment to assess the effect of Zeb1-deficient BM niche on hematopoiesis (niche experiment).  $1 \times 10^6$  wild type BM cells were transplanted into lethally irradiated *Zeb1*<sup>fl/fl</sup> *Mx1-Cre*<sup>-</sup> or *Zeb1*<sup>fl/fl</sup> *Mx1-Cre*<sup>+</sup> CD45.2 recipients, then 6 weeks later the mice were injected with plpC to delete *Zeb1* in BM niche cells and the mice were analysed at week 16. (E) The percentage of PB MAC1<sup>+</sup> myeloid cells, B220<sup>+</sup> B cells, and CD4<sup>+</sup>/CD8<sup>+</sup> T cells at week 16 post the last plpC dose of the niche experiment from control (n=10) and *Zeb1*<sup>-/-</sup> (n= 8) mice from 3 independent experiments. The percentage of HSPCs (F) and committed progenitors (G) in the BM at week 16 post the last plpC dose of the niche experiment from control (n=6) and *Zeb1*<sup>-/-</sup> (n=7 for F, n=9 for G) mice from 2 independent experiments. Error bars show mean  $\pm$  SEM. Mann-Whitney U test was used to calculate significance as follows: \*P < .05, \*\*P < .01, \*\*\*P < .001, \*\*\*\*P < 0.0001.

Supplemental Figure 4

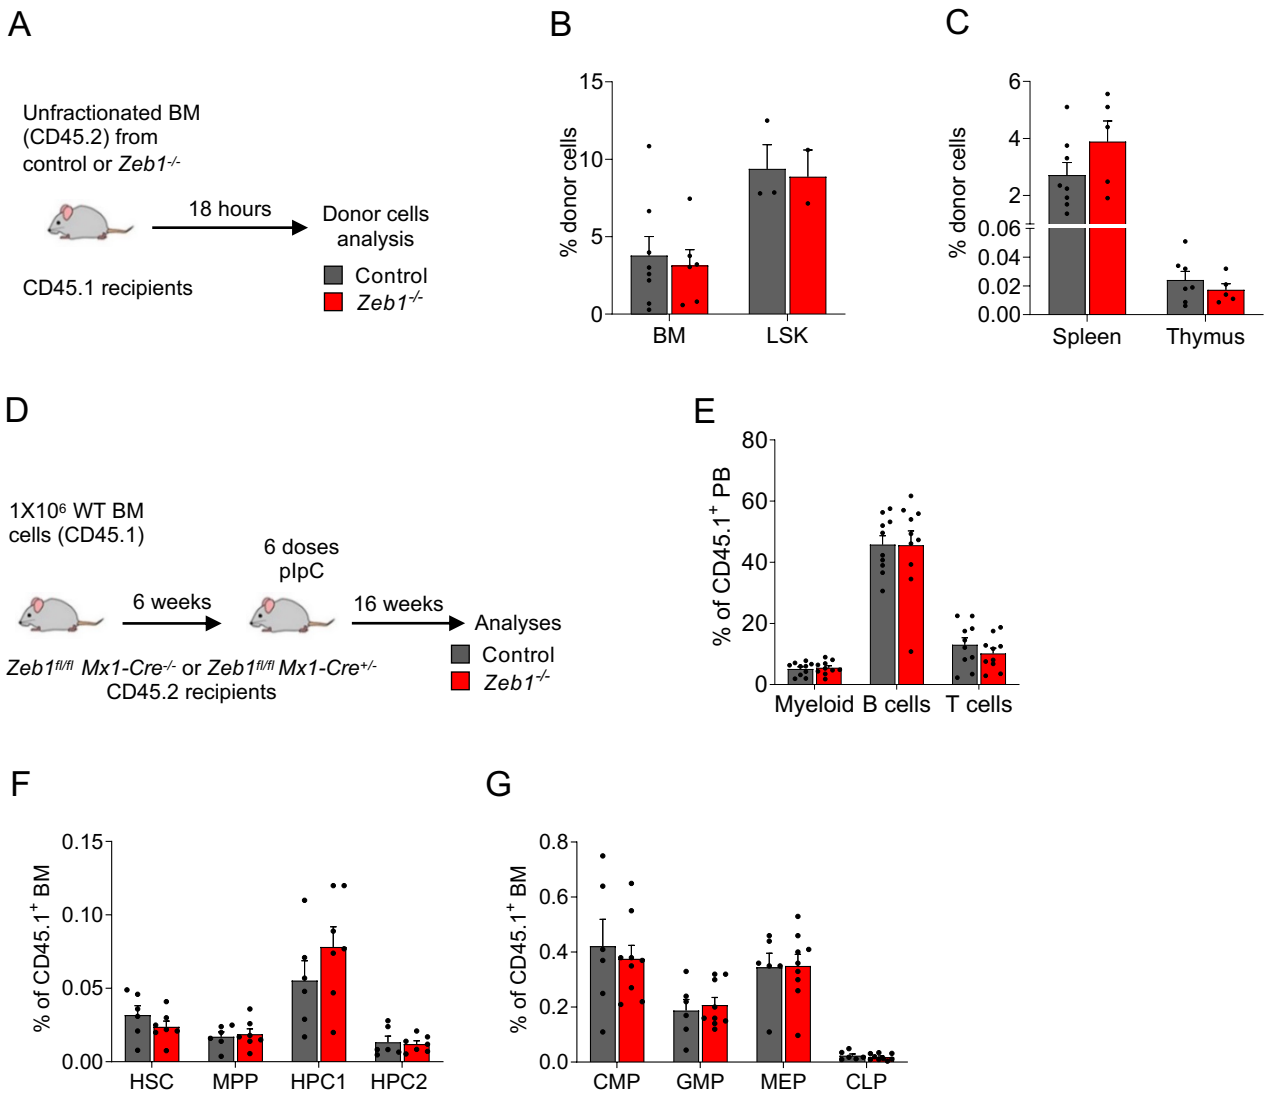

## Supplemental Figure 5

**Supplemental Figure 5.** Representative flow cytometry plots of the expression of E-cadherin (A) and ITGB4 (B) in HSCs (left) and the analysis of their expression in BM HSPCs (right) from control (n=3) and *Zeb1*<sup>-/-</sup> (n=3) 14 days after plpC injection. Error bars show mean  $\pm$  SEM. RNA sequencing was performed in sorted control and *Zeb1*<sup>-/-</sup> CLPs (Lin<sup>-</sup> SCA-1<sup>low</sup> C-KIT<sup>low</sup> CD127<sup>+</sup>) 14 days after the last plpC dose (n=4 for each genotype). (C) Canonical pathways that mostly enriched in *Zeb1*<sup>-/-</sup> CLPs derived from the BioCarta, KEGG and Reactome pathway databases. Data is shown as  $-\log_{10}$  (p-value), and the dashed black line indicates p-value = 0.05, the analysis was performed using the GSEA software. (D) GSEA plots representing tight junction organization and cell-cell Junction assembly phenotype enriched in *Zeb1*<sup>-/-</sup> CLPs. (E) Heat maps represent the differentially expressed genes within control and *Zeb1*<sup>-/-</sup> CLPs related to T cell, cytoskeleton and cell adhesion. The heatmap scale represents Z- score. (F) Analysis of the overlap between the DEGs from HSC RNA-Seq and CLP RNA-Seq using IPA software. A total of 47 genes were differentially expressed in *Zeb1*<sup>-/-</sup> CLPs and 222 genes were differentially expressed in *Zeb1*<sup>-/-</sup> HSCs. 2 DEGs from *Zeb1*<sup>-/-</sup> HSCs were excluded by the IPA software.

Supplemental Figure 5

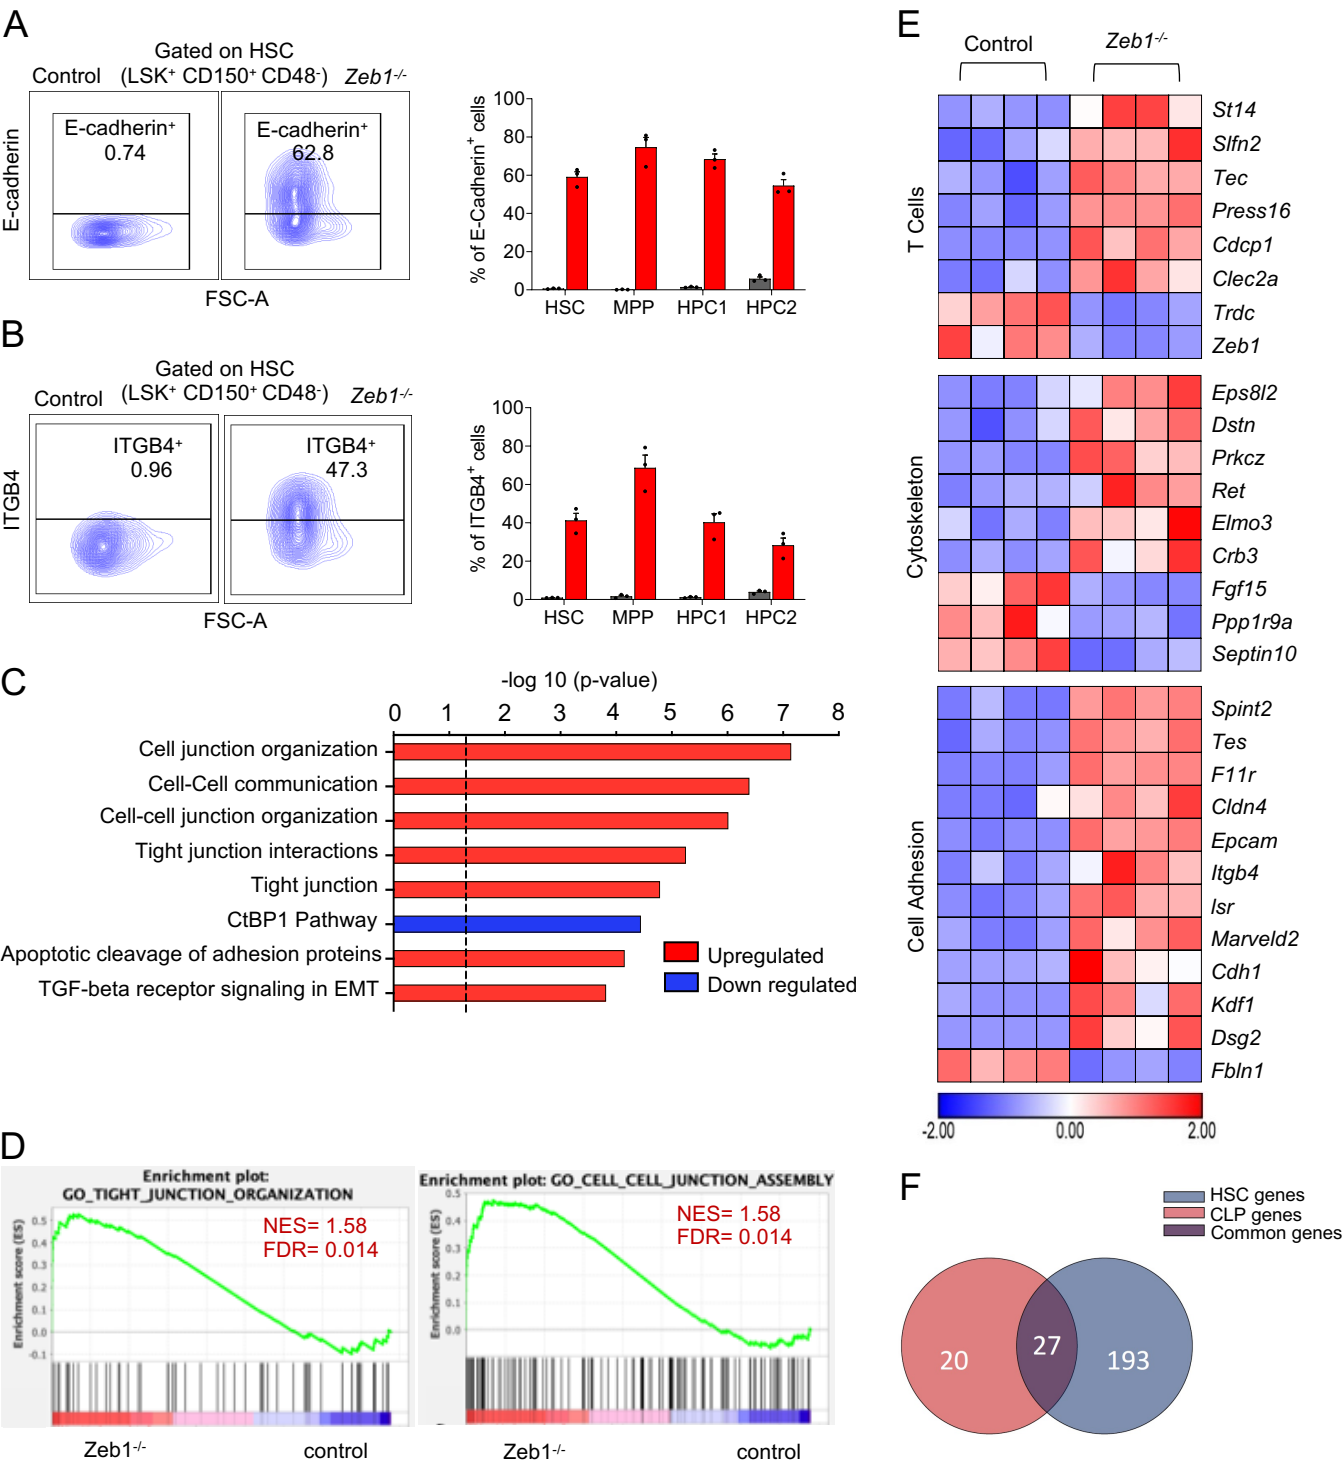

## Supplemental Figure 6

**Supplemental Figure 6.** (A) An IPA interaction network of EpCAM and some apoptotic genes that were differentially expressed in *Zeb1*<sup>-/-</sup> *EpCAM*<sup>+</sup> vs *Zeb1*<sup>-/-</sup> *EpCAM*<sup>-</sup> and their effect on apoptosis process in HSCPs. Functions colored with blue means inhibition and those with red means activation.

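Of 16 genes named in the network of Supplemental Figure 6, 15 could be tested, and each differed between *Zeb1-/- EpCAM+* and *Zeb1-/- EpCAM-* LSK cells, although *Tnfaip3* lost its call with DESeq2's size factors (adjusted p = 0.0523 from edgeR's quasi-likelihood test) and in 7 of the 8 fits without 1 library. *Birc3* lost its call in 6 of these 8 fits and *Birc2* and *Bnip3* in 4 each. Without a filter on low counts *Birc2*, *Bnip3* and *Tnfaip3* lost theirs (adjusted p = 0.0557, 0.0788 and 0.101 from the same edgeR test). The 8 that were higher in *Zeb1-/- EpCAM+* cells are *Epcam* and 7 genes that Figure 7C groups under antiapoptosis, *Bcl2l1*, *Mcl1*, *Birc2*, *Birc3*, *Tnfaip3*, *Xiap* and *Bnip3*. Whether each of them acts against apoptosis in these cells was not tested. The 7 that were lower include *Bid*, *Bax*, *Cycs*, *Dapk2* and *Htra2*. Among the higher genes other than *Epcam*, *Mcl1* was the most abundant, with 204 ± 27.8 CPM (SD, n = 4) in *Zeb1-/- EpCAM+* cells and 161 ± 3.22 CPM (SD, n = 4) in *Zeb1-/- EpCAM-* cells. *Cycs*, which encodes cytochrome c, had 325 ± 24.7 CPM (SD, n = 4) in *Zeb1-/- EpCAM+* and 501 ± 50.2 CPM (SD, n = 4) in *Zeb1-/- EpCAM-* cells. *Bax* had 79.5 ± 6.65 CPM (SD, n = 4) and 114 ± 5.07 CPM (SD, n = 4). *Bcl2a1a* had too few reads to be tested. The network's 15 tested genes did not pass as a group with camera (adjusted p = 0.712), and its 2 kinds of genes moved apart. Their mean log2 CPM was 0.15 higher in *Zeb1-/- EpCAM+* libraries (exact two-sided permutation test, n = 4 per fraction, p = 0.0286). The mean over all tested genes was 0.14 higher. The network describes interactions collected by IPA, and the RNA-Seq counts measure none of them.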

Supplemental Figure 6

A

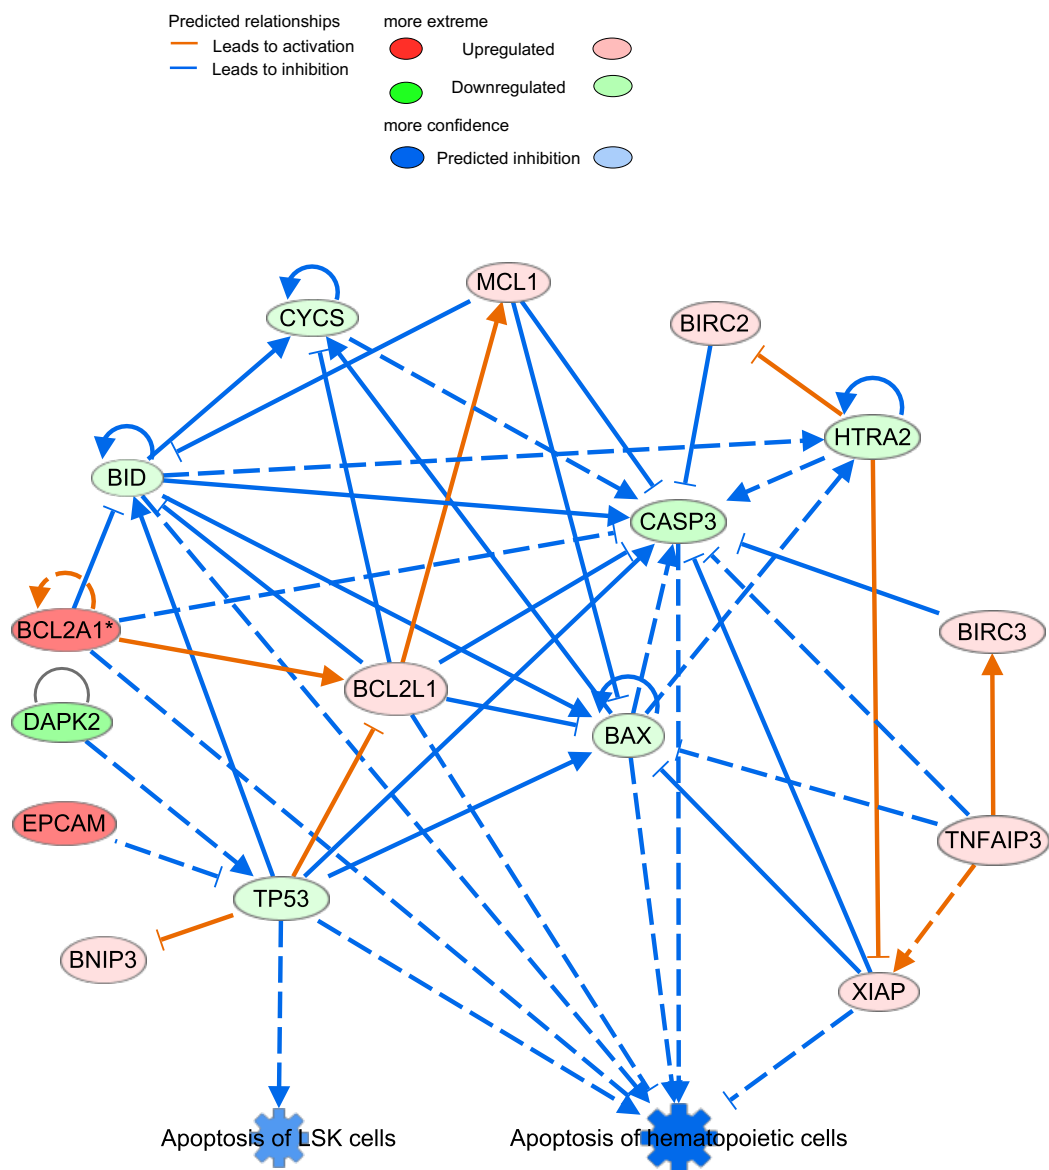

**Supplement:** Supplemental data

How the deposited data were processed for this re-analysis (not part of the article)

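The processed data cover 8 RNA-Seq libraries, 4 from *Zeb1-/- EpCAM+* LSK cells and 4 from *Zeb1-/- EpCAM-* LSK cells, collected on day 14 after pIpC treatment ended. The authors removed low-quality reads and adapters, aligned the rest to GRCm38 with STAR, counted reads per gene with FeatureCounts and compared the fractions with DESeq2. Their table holds 8 columns of whole-number read counts without normalization, which all values here use, 8 columns of FPKM, and the authors' own fold changes and p-values for the 2 fractions and for 4 pairs of single libraries with the same replicate number. The log2 fold changes of the fractions in that table were computed by the authors with DESeq2 on the raw counts before deposit. The FPKM values were not used, since they imply other gene lengths than the length column of the same table (median ratio 1.81). The annotation release, the strandedness and the treatment of reads that align to several genes are not named in the paper's text.

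Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr with the fractions as groups, scaled by TMM and tested with edgeR's quasi-likelihood test (two-sided), with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. Standard errors of log2 fold changes were derived from the F statistic. CPM were computed on the TMM-scaled library size, and log2 CPM used edgeR's prior count of 2. Where all libraries of one fraction had 3 counts or fewer, the fold is a lower bound against a floor of 3 counts, which corresponds to 0.168 to 0.222 CPM. Floors and counts cover counting error only. Single values were compared with exact two-sided permutation tests, for which 4 libraries against 4 allow no p under 0.0286.

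Gene lists were tested with limma's camera (preset inter-gene correlation 0.01, two-sided), with adjustment over the 45 lists that had at least 3 tested genes. The lists were written by hand before the data were examined, as were the design, the alternatives and the rule for naming genes, and 11 sets came from the mouse Reactome collection distributed with fgsea 1.28.0. The hand-written lists include those for the pathway names of Figure 7F, the genes of Figure 7, C and D, and Supplemental Figure 6, regulators of blood lineages, proliferation, genes that Figure 5 names as changed in *Zeb1-/-* HSCs, and 13 lists of cell type markers. The natural killer cell list had fewer than 3 tested genes. Entrez identifiers for Reactome and GC content came from GENCODE release M21, which matched 86.9% and 99.9% of the tested genes. Genes named in the text are those the study names for this experiment, *Epcam*, *Zeb1*, the 5 protein-coding genes with the largest fitted increase and the 5 with the largest fitted decrease among significant genes whose fractions did not overlap, and up to 3 members of a list with the smallest adjusted p. Other members of the cell type lists, and *Bcl2a1b* and *Bcl2a1d*, were named after their values were seen. Some genes and gene sets that the study names are not reported here.

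The replicate numbers pair the samples. Libraries with the same number deviated together from the means of their fractions (correlation across genes 0.205 to 0.356 in the 4 pairs), while the 12 pairs with different numbers had correlations from -0.216 to 0.0396. The correlations are across genes, which are not independent replicates. The paper's text does not say what the numbers share, and the tests above leave the pairing out, with the paired fit as an alternative. All 8 libraries express genes of the Y chromosome (at least 153 counts of each of 4 such genes) and hardly any *Xist* (1 to 8 counts). None of the 12 pairs of libraries within a fraction was a duplicate (chi-square per degree of freedom 10.6 to 101). The first principal component held 70.6% of the variance and separated the fractions.

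The procedure was tested on simulated data with 200 genes changed 2-fold. edgeR recovered 137 of the 193 changed genes it tested, and 9 of its 146 calls were false (6.16%), against 36 false calls of 198 (18.2%) with DESeq2. DESeq2 tested 15505 simulated genes and edgeR 13742. The simulation was drawn a single time, without pairing and with far fewer changed genes than were called in the real data. Its shares of false calls therefore do not carry over to either method on the real libraries. Alternatives were another test (DESeq2, or limma-trend with pseudocounts of 1, 0.1 and 5), other scaling (DESeq2's size factors, upper quartile, library totals), other filters (1 count in any library, 10 counts in every library), protein-coding genes alone, a test against a 2-fold change, the replicate number as a block, each library left out, and for gene lists fry, an estimated inter-gene correlation and other list membership.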

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

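The tests on RNA of plasma cells and of dendritic cells, and the test on the spread of the antiapoptotic genes, were chosen only after the result was seen. Of 160 groups of 4 libraries that were examined for a library far from the other 3, 11 had one, where chance gives about 8.

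Immunoglobulin transcripts, which the paper does not report on, made up 1.80% of the counts of *Zeb1-/- EpCAM+* libraries (SD 2.55, n = 4) and 0.0194% of those of *Zeb1-/- EpCAM-* libraries (SD 0.00624, n = 4), with all *Zeb1-/- EpCAM+* values above all *Zeb1-/- EpCAM-* values (exact two-sided permutation test, p = 0.0286). EpCAM+ replicate 1 lay far from the others, with 5.62% against 0.423% to 0.705%. *Jchain*, which encodes the joining chain of secreted antibodies, reached 3525 CPM in the same library, against 199 to 429 CPM in the other *Zeb1-/- EpCAM+* libraries. In a list of 7 plasma cell markers written before the data were examined, 7 genes were highest in that library, of which 5 are not immunoglobulin genes. Among them *Prdm1* had only 8 to 14 counts in *Zeb1-/- EpCAM+* libraries and was not tested. *Sdc1* did not differ between the fractions (adjusted p = 0.0704 from edgeR's quasi-likelihood test). The list's most abundant transcript, *Igkc*, had 26580 to 332920 counts in *Zeb1-/- EpCAM+* libraries and 7 to 34 in *Zeb1-/- EpCAM-* libraries. At least 10 counts in every *Zeb1-/- EpCAM-* library were found for 2 of the 7 genes. A candidate explanation is RNA from antibody-secreting plasma cells in the sorted *Zeb1-/- EpCAM+* cells, in different amounts. Whether such cells entered through the EpCAM gate or through free RNA was not tested. Removing immunoglobulin and MHC class II genes before scaling left 5754 differentially expressed genes, 5716 of them shared with the 5779 (98.9%). This argues against the share of counts that these transcripts take up, through the scaling, as the source of the other changes. All other RNA of the cells that carry these transcripts was left in, so its part in the other changes was not tested.

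MHC class II transcripts, which the paper does not report on either, made up 0.957% of the counts of *Zeb1-/- EpCAM+* libraries (SD 0.788, n = 4) and 0.0221% of those of *Zeb1-/- EpCAM-* libraries (SD 0.0135, n = 4; exact two-sided permutation test, p = 0.0286). Of 5 tested genes of the dendritic cell list outside MHC class II, 4 were significantly higher in *Zeb1-/- EpCAM+* libraries: *Xcr1*, *Clec9a*, *Ccr9* and *Itgax*. The other, *Zbtb46*, was not (log2 fold change -0.29, adjusted p = 0.727 from edgeR's quasi-likelihood test). *Cd74*, the most abundant, had 9163 to 123454 counts in *Zeb1-/- EpCAM+* and 160 to 2691 in *Zeb1-/- EpCAM-* libraries. At least 10 counts in every *Zeb1-/- EpCAM-* library were found for 6 of the 10 genes of the list. RNA from dendritic cells may account for these transcripts, and higher MHC class II expression in the HSPCs themselves stays open, because bulk RNA does not show which cell a read came from. *Epcam* varied 1.46-fold between *Zeb1-/- EpCAM+* libraries while *Cd74* varied 15.4-fold and *Jchain* 17.7-fold.

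If RNA of these cells carried the antiapoptotic genes of Figure 7C, their excess over *Zeb1-/- EpCAM-* libraries would vary as the markers do. The median excess of the 10 tested genes varied 1.78-fold between *Zeb1-/- EpCAM+* libraries, which argues against such RNA as the whole source of that median. Single genes can differ from it. *Mcl1* had 166 CPM in EpCAM+ replicate 2, near the *Zeb1-/- EpCAM-* mean of 161 CPM, and 202 to 229 CPM in the others. For *Mcl1* such RNA stays open as the source. The median excess was lowest in EpCAM+ replicate 2, which also had the lowest share of MHC class II transcripts, so a part of it could come from such RNA. *Bcl2a1a* reached 30 counts at most and sits near the floor, so its source cannot be told apart.

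The other libraries far from the rest of their fraction gave small gaps or low counts. *Bnip3* had 22.5 CPM in EpCAM- replicate 4, against 26.1 to 26.8 in the others, and *Bax* 106 CPM in EpCAM- replicate 1, against 116 to 117. *Ms4a1* (0.137 CPM in EpCAM- replicate 3), *Cyp1a1* (0.130 CPM in EpCAM+ replicate 4) and *Nags* (0.130 CPM in the same library) had 2 counts in one library and 0 in the others. The mean log2 CPM of the antiapoptotic list was 4.92 in EpCAM- replicate 1, against 4.78 to 4.80, that of cytosolic ribosomal proteins 8.04 in EpCAM+ replicate 1, against 8.36 to 8.42, that of long-term HSC markers 4.90 in EpCAM+ replicate 4, against 5.19 to 5.24, and that of the Reactome Glycolysis set 5.72 in EpCAM- replicate 2, against 5.91 to 5.93. The design names no condition that differs between libraries of a fraction, so no biological explanation was tested for these.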

How the results depend on the processing

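The alternatives were set before the data were examined. The number of differentially expressed genes (5779) ranged from 5076 with at least 10 counts in every library to 6455 with DESeq2 among the changes of test, scaling, filter and gene type, and from 4662 to 6039 with 1 library left out. It fell to 582 (387 higher and 195 lower) when a change of more than 2-fold was tested, by construction. With the replicate number as a block to respect the pairing, 6818 genes passed (3465 higher and 3353 lower), 5724 of them shared with the unpaired test. Under the block *Tnfaip3* lost its call (adjusted p = 0.0501 from edgeR's quasi-likelihood test, and 0.0137 to 0.117 over its alternatives). The block changed no other call among the 33 genes followed over the alternatives, and no call of a gene list. Other genes named as list members were not followed.

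With 1 library left out, 5 to 9 of the antiapoptotic genes of Figure 7C passed, fewest without EpCAM- replicate 3 (5) and with 6 without EpCAM+ replicate 1, 3 or 4. Fewer libraries were compared in these fits. All 11 proapoptotic genes passed under each alternative. Across 33 named genes and 18 alternatives, 553 of 583 fits left direction and call unchanged, 30 lost the call and none changed direction. The calls lost belong to *Tnfaip3*, *Tnfaip8*, *Birc3*, *Birc2* and *Bnip3*. The DESeq2 fit of *Jchain*, which gave no adjusted p, is not counted.

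With an inter-gene correlation estimated from the data, 0 of the 45 lists passed (8 at an unadjusted p under 0.05). The adjusted p was then 0.281 for ribosome biogenesis, mitochondrial import, mitochondrial gene expression and the pyruvate and TCA cycle list, 0.296 for mitochondrial ribosomal proteins and Regulation of Apoptosis, and 0.563 for cytosolic ribosomal proteins, whose fry adjusted p was 0.145. The cause was not tested. Without proteasome subunits, the adjusted p was 0.286 for Regulation of Apoptosis, with 6 genes left.

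The direction of 4 lists that did not pass changed with 1 library left out; the cause was not tested. The adjusted p over these 8 fits ranged from 0.156 to 0.965 for transcripts of mitochondrial DNA (reversed without EpCAM+ replicate 1, 0.948, and without EpCAM- replicate 2, 0.965), from 0.540 to 0.965 for AML signaling, from 0.305 to 0.816 for megakaryocyte markers and from 0.454 to 0.965 for lymphoid-primed markers, the last 3 reversed without EpCAM- replicate 2 (0.965, 0.816 and 0.965). Fry, other scaling, the filter, the block and the left-out libraries kept 29 to 31 of the 31 calls in their direction. The Reactome Glycolysis set (0.0711) in place of the hand-written list did not pass. Leaving cytosolic ribosomal proteins out of the ribosome biogenesis list gave no value of its own, because the list holds none. Depth limits *Bcl2a1a*, whose counts are near the floor.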

Differences from the paper's values

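The paper's counts of upregulated and downregulated genes were within 1.5 times those found with edgeR and TMM scaling (2961 and 2818). With upper-quartile scaling and with library totals alone, 2083 and 2066 genes were lower, under the paper's 3153 by more than 1.5 times. Some statements differ. The paper gives acute myeloid leukemia signaling as upregulated in *Zeb1-/- EpCAM+* HSPCs (Figure 7F). The hand-written list for it had a median log2 fold change of 0.04, with 12 genes higher and 9 lower (camera adjusted p = 0.634). None of the alternatives set before the data were examined brought it past the threshold, and the IPA pathway was not used. Figure 7F gives glucose metabolism and glycolysis as downregulated. The Reactome set for glucose metabolism had a median of 0.01 (camera adjusted p = 0.205) and that for glycolysis one of -0.23 (camera adjusted p = 0.0711). With fry both passed as lower (adjusted p = 0.00153 and 0.000484), and the hand-written glycolysis list passed with camera. Figure 7C shows *Bcl2a1a* as higher in *Zeb1-/- EpCAM+* HSPCs, and the gene was not tested here with edgeR's filter. DESeq2 called it (log2 fold change 5.65, adjusted p = 0.00126), and so did edgeR's quasi-likelihood test without a filter on low counts (log2 fold change 6.33, adjusted p = 0.0143). Figure 7B shows a lower HSC differentiation set in *Zeb1-/- EpCAM+* HSPCs. The hand-written list of regulators of blood lineages did not pass with camera (adjusted p = 0.379) and passed as lower with fry (adjusted p = 0.0115). The paper also describes a p53-mediated prosurvival signature. The hand-written list of p53 targets, which is not a set of Figure 7B, did not pass with camera (adjusted p = 0.634) or fry (adjusted p = 0.138).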

Other observations

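The tests on long-term HSC, on the share of stem and progenitor cells, on maturing red cells and neutrophils and on *Zeb1* were chosen only after the result was seen; the tests on length, GC content, depth, other splits of the libraries and the proteasome were set before.

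Of the 35 splits of the 8 libraries into 4 and 4, 1 split, the real one, gave as many differentially expressed genes. The other 34 gave none, with 21 to 2349 genes at an unadjusted p under 0.05 (median 258.5). Among the 8 splits that part all 4 numbered pairs, 1 gave as many genes. For the antiapoptotic and the proapoptotic genes of Figure 7, C and D, 1 split of 35, the real one, called as many in one direction. That decides nothing, because the figure shows genes chosen on this split of these libraries. For gene lists tested with camera, 2 of the 35 splits gave as many lists as the 31 of the real one, which is itself 1 of the 2. The other gave 32 lists. It differs from the real split by the exchange of 1 numbered pair and keeps 3 of the 4 libraries of each fraction together, so it still holds a part of the difference between the fractions. The 18 splits with 2 libraries of each fraction on either side gave 2 to 20 lists, and the median over all other splits was 18.5. The share of 2 in 35 is above 0.05, so the count of lists on its own does not exclude a regrouping of the libraries. The lists then rest on the tests of their single genes. That no other split called any gene adds little, because each other split puts libraries of both fractions into the same group, which widens its spread. Among the 8 splits that part all pairs, a share of 1 in 8 is the smallest possible and cannot reach 0.05.

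Technical sources of the number of genes were tested next. With the replicate number as a block, 6886 genes passed after a smooth trend of gene length was removed from each library and 6955 after a trend of GC content was removed, against 6818 without either, and 6357 and 6615 of these were shared. With all libraries thinned to 14114491 counts, 5692 genes passed, 5568 of them shared with the unthinned test. These values argue against length, GC content or depth as the source of most calls. The ribosome biogenesis list stayed lower with either trend removed (camera adjusted p = 1.1e-19 in each case), and 115 of its 115 tested genes have a GC value. Over 5 classes of gene length, the median log2 fold change ran from -0.05 in the shortest genes to 0.12 in the longest.

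The lower Regulation of Apoptosis set is consistent with a shift carried by proteasome subunits, since the remaining genes did not differ (camera adjusted p = 0.286), though only 6 genes remained. The test was set on camera's unadjusted value, which was above 0.05 as well. The proteasome list itself had a median log2 fold change of -0.34 (camera adjusted p = 8.6e-07), with 26 of 38 tested genes lower, and 18 with upper-quartile scaling.

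Cell type markers moved apart. Long-term HSC markers had a median of 1.53 with 11 of 12 genes higher (camera adjusted p = 3.8e-05), plasma cell markers 6.03 (0.000953), dendritic markers 5.40 (0.000732) and epithelial markers 1.34 (0.00361), while erythroid markers had -2.40 (0.000277), neutrophil markers -1.42 (0.00424) and mast cell or basophil markers -2.04 (0.00208). Monocyte or macrophage markers (-1.23, 0.146), T cell (1.34, 0.146), B cell (0.30, 0.175), megakaryocyte (0.15, 0.594) and lymphoid-primed markers (-0.32, 0.731) did not pass. With fry, monocyte or macrophage markers passed as lower (adjusted p = 0.0167) and T cell and B cell markers as higher (0.0273 and 0.0337), and the mean log2 CPM of the monocyte or macrophage and of the B cell list separated the fractions (exact two-sided permutation test, p = 0.0286 each). A lower share of stem and progenitor cells in one fraction would move the markers of all other types alike if the same other cells entered both fractions. The erythroid median of -2.40 against the plasma cell median of 6.03 argues against that case as the whole source. It does not bear on different cells entering each fraction, which would also move the markers apart. RNA of maturing red cells in *Zeb1-/- EpCAM-* libraries would bring beta globin as one of the most abundant transcripts, and these libraries held 8.41 CPM on average, against 13.2 in *Zeb1-/- EpCAM+* libraries, although *Hba-a1* was lower in *Zeb1-/- EpCAM+* libraries (27 to 184 counts against 189 to 664). RNA of maturing neutrophils would bring late granule transcripts, and the 5 late genes had a median log2 fold change of -0.19 with no adjusted p under 0.247 from edgeR's quasi-likelihood test, against a median of -3.60 for *Mpo*, *Elane*, *Prtn3* and *Ctsg*. *Lcn2*, another late gene, was lower (log2 fold change -2.05). Early erythroid and myeloid progenitors within the LSK gate stay open.

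A larger share of long-term HSC in *Zeb1-/- EpCAM+* cells could lower ribosome, mitochondrial, cell cycle and lineage genes together, and the long-term HSC median of 1.53 goes with it. Altered expression in cells of the same stage would look the same in bulk RNA, and the 2 cannot be told apart because the design measures each fraction as a whole. At least 10 counts in every *Zeb1-/- EpCAM-* library were found for 10 of the 12 markers. The same holds for *Zeb1*, whose log2 fold change of 0.72 in *Zeb1-/- EpCAM+* libraries cannot be read as undeleted cells, because gene counts include transcripts of the deleted allele.

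Other lists were not tied to a claim of this experiment. Proliferation genes had a median of -0.32 with 19 of 26 tested genes lower (camera adjusted p = 2.6e-06) in these LSK cells, and 13 and 12 lower with upper-quartile scaling and library totals. The paper found no change of cell cycle status by EpCAM in *Zeb1-/-* HSCs (Figure 6F), a narrower population. Genes that Figure 5 names as higher in *Zeb1-/-* than control HSCs had a median of 1.37 with 45 of 56 tested genes higher in *Zeb1-/- EpCAM+* than *Zeb1-/- EpCAM-* cells (camera adjusted p = 7.1e-14), and those it names as lower had -0.44 (0.105; with fry 0.00959, lower). The Reactome set for apoptosis had a median of -0.13 (0.0311), that for post-translational protein modification -0.15 (0.00220), that for mRNA stability by proteins that bind AU-rich elements -0.28 (3.3e-06) and that for the pentose phosphate pathway -0.54 (0.000175). The Reactome set for apoptosis passed as lower with fry as well (adjusted p = 0.00277). Its mean log2 CPM overlapped between the fractions, with a difference of -0.02 (exact two-sided permutation test, p = 0.486), and was lower in *Zeb1-/- EpCAM+* in 2 of the 4 numbered pairs. Proteasome subunits were not taken out of this set or of the set for AU-rich elements. Neither can therefore be read as separate from the lower proteasome list. The antiapoptotic and proapoptotic lists passed with camera (0.000909 and 1.0e-06), and the sex-linked list did not (0.544). In the *Bcl2a1* family, *Bcl2a1d* was higher (log2 fold change 4.30, adjusted p = 0.00293 from edgeR's quasi-likelihood test; 12 to 196 counts in *Zeb1-/- EpCAM+* libraries) and *Bcl2a1b* had at most 8 counts. Reads shared between these paralogs were not examined.

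In the authors' deposited table, 82 genes with more than 50 counts have no p for the comparison of the fractions, and 72 of them are immunoglobulin genes. DESeq2 run here gave no p to the same 82. Of 12 that edgeR tested, 9 passed. The authors' deposited table also holds comparisons of single libraries with the same number, which call 446, 275, 389 and 520 genes, and 121 genes in all 4.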
